# Effect and mechanism of longkui yinxiao soup in treating psoriasis in mice

**DOI:** 10.3389/fphar.2023.1136604

**Published:** 2023-03-13

**Authors:** Congcong Zhu, Ya Chen, Zongguang Tai, Huijun Pan, Min Shen, Zhongjian Chen, Quangang Zhu

**Keywords:** inflammation, keratinocyte proliferation, longkui yinxiao soup, RAP1-MAPK signaling inflammation, RAP1-MAPK signaling, psoriasis

## Abstract

**Objective:** Longkui Yinxiao Soup is a traditional Chinese medicine formula used to treat psoriasis for decades. Although Longkui Yinxiao Soup showed promising efficacy in clinical practice, the regulatory mechanisms of Longkui Yinxiao Soup remain elusive. This study aimed to explore the underlying mechanisms of Longkui Yinxiao Soup in a psoriasis-like mouse model.

**Methods:** Longkui Yinxiao Soup was quality controlled by determining the contents of imperatorin and rhoifolin using high-performance liquid chromatography. The imiquimod-induced psoriasis-like mouse model was used to study the therapeutic effect and mechanism of Longkui Yinxiao Soup. The histopathological skin changes were observed by hematoxylin and eosin staining; the infiltration of proliferating proteins, proliferating cell nuclear antigen and Ki67, in skin tissues were observed by immunohistochemical analysis; and the inflammatory factors such as interleukin (IL)-6, tumor necrosis factor (TNF)-α, IL-23, and IL-17 in serum were detected using enzyme-linked immunosorbent assay. RNA sequencing and bioinformatic analysis were used to predict the mechanism of LYS against psoriasis. mRNA expressions of p38, extracellular regulated protein kinases (ERK), mitogen-activated protein kinase 3 (MEK3), mitogen-activated protein kinase 6 (MEK6), RAP1 GTPase activating protein (Rap1gap), and Rap1 were determined using real-time quantitative polymerase chain reaction. The expression levels of proteins related to Rap1–mitogen-activated protein kinase signaling pathways were measured by Western blotting.

**Results:** A quality-control method for Longkui Yinxiao Soup was successfully established using imperatorin and rhoifolin as content determination indexes. Longkui Yinxiao Soup significantly ameliorated the psoriatic symptoms in mice. The serum levels of inflammatory cytokines such as IL-6, TNF-α, IL-23, and IL-17 were decreased, and the expression levels of antigen identified by monoclonal antibody Ki67 (Ki67) and PCNA in skin tissues were downregulated. Moreover, the inhibition of Rap1–MAPK signaling pathways by Longkui Yinxiao Soup was detected.

**Conclusion:** This study confirmed the antipsoriatic activity of Longkui Yinxiao Soup in psoriasis-like mice. This might be due to the inhibition of inflammatory factor secretion, keratinocyte proliferation, and the Rap1–MAPK signal pathway.

## 1 Introduction

Psoriasis is a common, chronic papulosquamous skin disease characterized by the development of erythematous, indurated, scaly, pruritic, and often painful skin plaques (Korman, 2020; Griffiths et al., 2021). The etiology of psoriasis is not yet clear. Studies reported that genetic and environmental factors were the key components. Epidemiological studies provided evidence that psoriasis affected about 3% of the United States population and approximately 125 million people worldwide. Further, psoriasis increases the risk of depression, anxiety, and inflammatory bowel disease and imposes an immense burden on patients and society (Schonmann et al., 2019; Walter, 2022).

Excessive proliferation and impaired differentiation of keratinocytes are typical histopathological features of psoriasis. The progression of psoriasis is triggered by the upregulation of pro-inflammatory cytokines resulting from the activation of keratinocytes and immune cells (Shi et al., 2019; Kamata and Tada, 2022; Ortiz-Lopez et al., 2022). Dendritic cells secrete IL-23, IL-6, and TNF-α after abnormal activation, while Th17 cells induced by IL-23 produce inflammatory cytokines such as IL-17A, IL-22, TNF-α, and IL-6 (Sharma et al., 2022). The IL-23/Th17 axis is considered closely related to the occurrence and maintenance of psoriasis. These inflammatory factors work together to promote keratinocyte proliferation and other symptoms of psoriasis.

Although modern medicine makes remarkable progress in treating psoriasis by developing drugs such as glucocorticoids, tretinoin, methotrexate, and biological preparations, the long-term use of these drugs may cause various adverse effects (Armstrong and Read, 2020). Therefore, traditional Chinese medicine as an alternative and effective therapy deserves further study.

Longkui Yinxiao Soup (LYS) has been used as an in-hospital formulation for psoriasis vulgaris in the Shanghai Skin Disease Hospital for more than 30 years. LYS contains five botanical drugs (Table 1), including *Solanum nigrum* L. (Chinese name: Longkui), *Pteris multifida* Poir. (Chinese name: Fengweicao), *Arnebia euchroma* (Royle) Johnst. (Chinese name: Zicao), *Angelica dahurica* (Fisch.ex Hoffm.) Benth.et Hook.F. (Chinese name: Baizhi), and *Dioscorea opposita* Thunb. (Chinese name: Shanyao). In clinical observations of LYS treatment, the total effective rate of LYS and Avia capsule combination therapy was 87.50%, and the total effective rate of therapy using Avia capsule in psoriasis vulgaris was 70.00% (Zhao et al., 2022). LYS has the ability to clear heat, cool blood, remove toxins, and nourish the body, indicating its effectiveness in reducing the level of inflammation in the body. As an immune disease caused by heat and toxins in the blood, psoriasis can be treated using a decoction that releases heat and toxins by reducing inflammation. Although the clinical efficacy of LYS is clear and widely recognized by physicians and patients, the lack of quality standards and advanced studies on the mechanism of action hinder its verification and confirmation as an effective, scientifically proven drug for the treatment of psoriasis.

**TABLE 1:** Information of components in LYS.

Latin name	English name	Chinese	Plant part	Amount g)
*Solanum nigrum* L	Black Nightshade	Longkui	Herb	2,700
*Pteris multifida* Poir	Herba Pteridis Multifidae	Fengweicao	Leaf	1,350
*Arnebia euchroma* (Royle) Johnst	Arnebiae Radix	Zicao	Root	1,350
*Angelica dahurica* (Fisch.ex Hoffm.) Benth.et Hook.F	Angelicae Dahuricae Radix	Baizhi	Root	810
*Dioscorea opposita* Thunb	Dioscoreae Rhizoma	Shanyao	Rhizome	810

In this study, we performed the quality control of LYS and then evaluated its antipsoriatic effect in the imiquimod (IMQ)-induced mouse model of psoriasis by regulating keratinocyte proliferation and inflammatory factor secretion. Finally, RNA sequencing and molecular biology methods were adopted to predict the potential target of LYS. This study aimed to clarify the mechanism of the effective substances in LYS inducing efficacy and blocking the pathogenesis of psoriasis.

## 2 Materials and methods

### 2.1 Chemical and reagents

LYS was obtained from Shanghai Baolong Pharmaceutical Co., Ltd. (Shanghai, China). IMQ cream was purchased from Sichuan Mingxin Pharmaceutical Co., Ltd. (Sichuan, China). Imperatorin (purity ≥98%) and rhoifolin (purity ≥98%) were purchased from the National Institutes for Food and Drug Control of China (Beijing, China). All primers were synthesized by Sangon Biotech (Shanghai, China). Antibodies specific to MEK3 + MEK6 (ab200831) and p38 delta/mitogen-activated protein kinase (MAPK) 13 + p38 alpha/MAPK14 (ab31828) were obtained from Abcam Inc. (Cambridge, United Kingdom), and Rap1gap (DF4383) was obtained from Affinity Biosciences Inc. (OH, United States). Ki67 rabbit monoclonal antibody (AF1738), proliferating cell nuclear antigen (PCNA) rabbit monoclonal antibody (AF1363), phospho-p38 MAPK (Thr180/Tyr182) (AM063) antibody, Horseradish Peroxidase (HRP)-labeled goat anti-rabbit immunoglobulin G (IgG) (H + L) (A0208), and HRP-labeled goat anti-mouse IgG (H + L) (A0216) were purchased from Beyotime Biotechnology (Shanghai, China). The enhanced chemiluminescence reagent was obtained from Yeasen (Shanghai, China).

### 2.2 Animal participants

Male BALB/c mice (22 ± 2 g) aged 6–8 weeks, purchased from Shanghai JieSiJie Laboratory Animals Co., Ltd. (Shanghai, China), were used in the experiments. The mice were offered free access to food and water within a specific pathogen-free environment. The use of animal participants in this study was reviewed and approved by the Care and Use Committee of the Shanghai Skin Disease Hospital (ethics clearance number: 2022–60.)

### 2.3 Preparation of LYS

The five botanical drugs included in LYS (Table 1) were purchased from Dechang Pharmaceutical Co., Ltd. (Anhui, China). For preparing the LYS, the crude drugs were crushed into small pieces. They were added into 10 times (*v*/*w*) purified water for 2 h and then decocted in 8 times water (*v*/*w*) for 1 h. The decoction was then filtrated, and the filtrate was collected. The filtrate obtained after two times of filtration was mixed and concentrated at 80°C to a relative density of 1.27.

### 2.4 Quality control of LYS

The analytical method was validated using a Waters Alliance high-performance liquid chromatography (HPLC, MA, United States) system containing an e2695 separation module and a 2,998 photodiode array detector. Both imperatorin (active ingredient of Baizhi) and rhoifolin (active ingredient of Fengweicao) were analyzed using an Agilent Eclipse Plus C18 column (4.6 mm × 250 mm, 5 μm). The other chromatographic conditions for HPLC were as follows: the eluent was acetonitrile–water (65:35) for imperatorin and acetonitrile–water (20:80) for rhoifolin; the monitoring wavelength was set to 300 nm for imperatorin and 345 nm for rhoifolin; the column oven temperature was 30°C; the flow rate of the eluent was 1.0 mL min^–1^; and the sample volume was 10 μL.

### 2.5 Animal experiments

The mice were subjected to adaptive feeding for 7 days prior to the initiation of the experiments. Thirty-five mice were randomly categorized into five groups: the control group, the model group (IMQ group), the methotrexate (MTX, 1 mg/kg)-treated group, and two groups treated with LYS intragastric administration at the doses of 4.9 g/kg and 43.8 g/kg of crude drug (LYS-Low and LYS-High) from day 1 to day 12. The low dose of LYS was converted according to human equivalent dosages based on body surface area. The backs of all the mice were shaved and depilated using depilatory cream to expose the back skin. Four groups except the control group received the application of 62.5 mg IMQ cream (5% *w*/*w*) daily on their back skins for five consecutive days. On day 13, the mice were sacrificed after being narcotized by inhalation of diethyl ether, and the blood samples and back skin tissues were collected.

### 2.6 Psoriasis area and severity index as well as spleen index assessments

The body weight of the mice was recorded every day during the experiment. The psoriasis area and severity index (PASI) was used to evaluate the severity of the skin inflammation, and the spleen index was measured on day 13. The degrees of erythema, scaling, and thickening were scored independently on a scale of 0–4: 0 for none; one for slight; two for moderate; three for severe; four for very severe. The severity of the inflammation was measured using the cumulative score (erythema plus scaling plus thickening) on a scale of 0–12. The spleen index was calculated as follows:

Spleen index (mg/g) = Spleen weight (mg)/Mouse weight (g) × 10.

### 2.7 Histopathological analysis

On day 13, the back skin tissues were collected and fixed in 10% buffered formalin and embedded in paraffin. After staining with hematoxylin and eosin (H and E), the samples were examined using an optical microscope (Nikon Eclipse E100, Japan). The epidermal thickness was measured at five randomly selected spots.

### 2.8 Enzyme-linked immunosorbent assay

The serum samples were separated by centrifugation from the blood samples at 12,000*g* and 4°C for 20 min. Then, the levels of the cytokines IL-6 (No. MAN0017508; Invitrogen, CA, USA), TNF-α (No. MAN0017423; Invitrogen), IL-23 (No. 2111–1; Dakewe Biotech, Shenzhen, China) and IL-17 A (No. 2112–2; Dakewe Biotech) were determined using enzyme-linked immunosorbent assay (ELISA) kits following the manufacturer’s protocols.

### 2.9 IHC analysis

IHC analysis was performed on paraffin-embedded skin tissue sections. Antibodies anti-Ki67 (1:500) and anti-PCNA (1:500) were used. The images of sections were photographed using a light microscope.

### 2.10 RNA sequencing

Skin tissues were extracted randomly from the control, IMQ, and LYS-High groups, respectively (*n* = 3). Total RNAs were extracted to generate cDNA libraries for Illumina Hiseq4000 sequencing (CA, United States). Before further analyses, we used the relative logarithmic expression boxplots and principal component analysis (PCA) to control the quality of the data. Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) annotations with assembled differentially expressed genes (DEGs) were performed, and subsequently, LYS-induced DEGs and associated signaling pathways were generalized. Furthermore, quantitative polymerase chain reactions (qPCRs) and Western blotting (WB) were used to check the expression of some DEGs related to target signaling pathways to verify the results of RNA sequencing.

### 2.11 Real-time qPCR assay

Total RNA was extracted using TRIzol reagent (No. CR2112079; Servicebio). Then the RNAs were reverse transcribed into cDNA using a PrimeScript RT means Real time Master Mix (No. AL61314A, TaKaRa, Tokyo, Japan). qPCR was performed using TB green is a fluorescent dyes Green Premix Ex Taq Mremix Ex Taqme (TaKaRa) on a LightCycler480 system. The PCR cycle parameters were as follows: denatured at 95 °C for 30 s, followed by 45 cycles of 95°C for 5 s and 60°C for 30 s, and then followed by one cycle of 95°C for 5 s and 60°C for 60 s (melting). The data were analyzed using the 2^−ΔΔCT^ method. The primers used in this study are listed in Supplementary Table S1.

### 2.12 Western blotting

Approximately 100 mg of skin tissue was used to extract protein using 1 mL of RIPA buffer containing 10 μL of PMSF (No. KGP704/KGP704-100; Keygen Biotech, China). The protein concentration was determined using BCA assay (No. Abs9232; Absin, China), and total proteins were separated using 6%–12% SDS-PAGE. The separated proteins were then transferred to PVDF membranes and blocked with 5% BSA in TBST for 2 h. After blocking, the membranes were washed three times with TBST and incubated with primary antibodies including PCNA, p38, P-p38, MEK3 and MEK6 (1:1,000 diluted), GAPDH (1:2000 diluted), and Ki67 (1:800 diluted) overnight at 4°C. The incubation with secondary HRP-conjugated antibody (1:1,000 diluted) was then performed at room temperature for 1 h to detect antibody binding. The protein bands were quantified and analyzed using an Image J system (National Institutes of Health, Bethesda, MD, USA). Finally, the data were expressed as band intensity normalized to GAPDH or their respective total proteins.

### 2.13 Statistical analysis

The data were expressed as mean ± standard deviation (SD). A one-way analysis of variance was performed to analyze the data using SPSS Statistics 24.0 (IBM SPSS Inc., Chicago, USA). A *p*-value of <0.05 indicated a statistically significant difference.

## 3 Results

### 3.1 Quantification of bioactive metabolites

Fengweicao and Baizhi are two major metabolites of the LYS. Studies showed that imperatorin, an active coumarin of Baizhi, could alleviate psoriasiform dermatitis by blocking neutrophil respiratory burst, adhesion, and chemotaxis *via* selective phosphodiesterase four inhibition (Tsai et al., 2021). On the contrary, rhoifolin is one of the main bioactive metabolites of Fengweicao, and is generally used for its quality control. Rhoifolin is a plant flavonoid known to have anti-inflammatory properties (Fang et al., 2020). Hence, we chose the active ingredient of Baizhi (imperatorin) and the active ingredient of Fengweicao (rhoifolin) to preliminarily establish quality control. The HPLC determinations for imperatorin and rhoifolin were validated; the chromatograms are shown in Figure 1. The results revealed good reproducibility and adequate stability. The recoveries complied with the requirements of Pharmacopoeia 2020. The methodological parameters and assaying results are listed in Supplementary Table S2.

**FIGURE 1:**
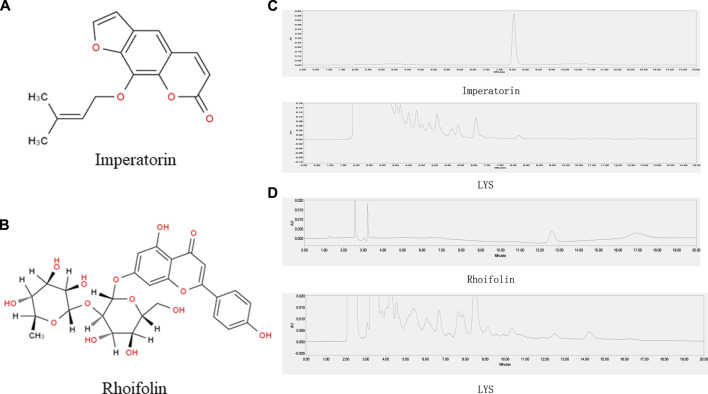
Structural formula **(A, B)** and HPLC of imperatorin and rhoifolin **(C, D)**. Retention time of imperatorin and rhoifolin were approximately 8.2 and 12.6 min, respectively.

### 3.2 LYS ameliorated psoriasis-like skin lesions in mice

Typical signs of erythema, scaling, and epidermal thickening appeared after 5 days of IMQ application; the symptoms of psoriasis attenuated significantly with the treatment with LYS compared with that in the IMQ group (Figure 2A). The PASI intensity scores were determined for assessing lesion severity in all mice. The PASI intensity scores continually increased after the IMQ application compared with that in the control group. However, the PASI intensity scores decreased gradually after MTX or LYS (both LYS-Low and LYS-High groups) treatment. The PASI intensity scores significantly decreased in the LYS-High- and MTX-treated groups compared with the IMQ group (both had *p*-value < 0.001.) (Figure 2B and S1). During the experiment, significant differences in body weight were observed between the blank and IMQ groups (*p* < 0.001). After LYS treatment, the body weight decreased significantly compared with the model group (*p* < 0.01) (Figure 2C). The spleen index increased in the IMQ group, but apparently decreased in the LYS-High, LYS-Low, and MTX-treated groups (*p* < 0.01, *p* < 0.05, and *p* < 0.001, respectively) (Figures 2D,E).

**FIGURE 2:**
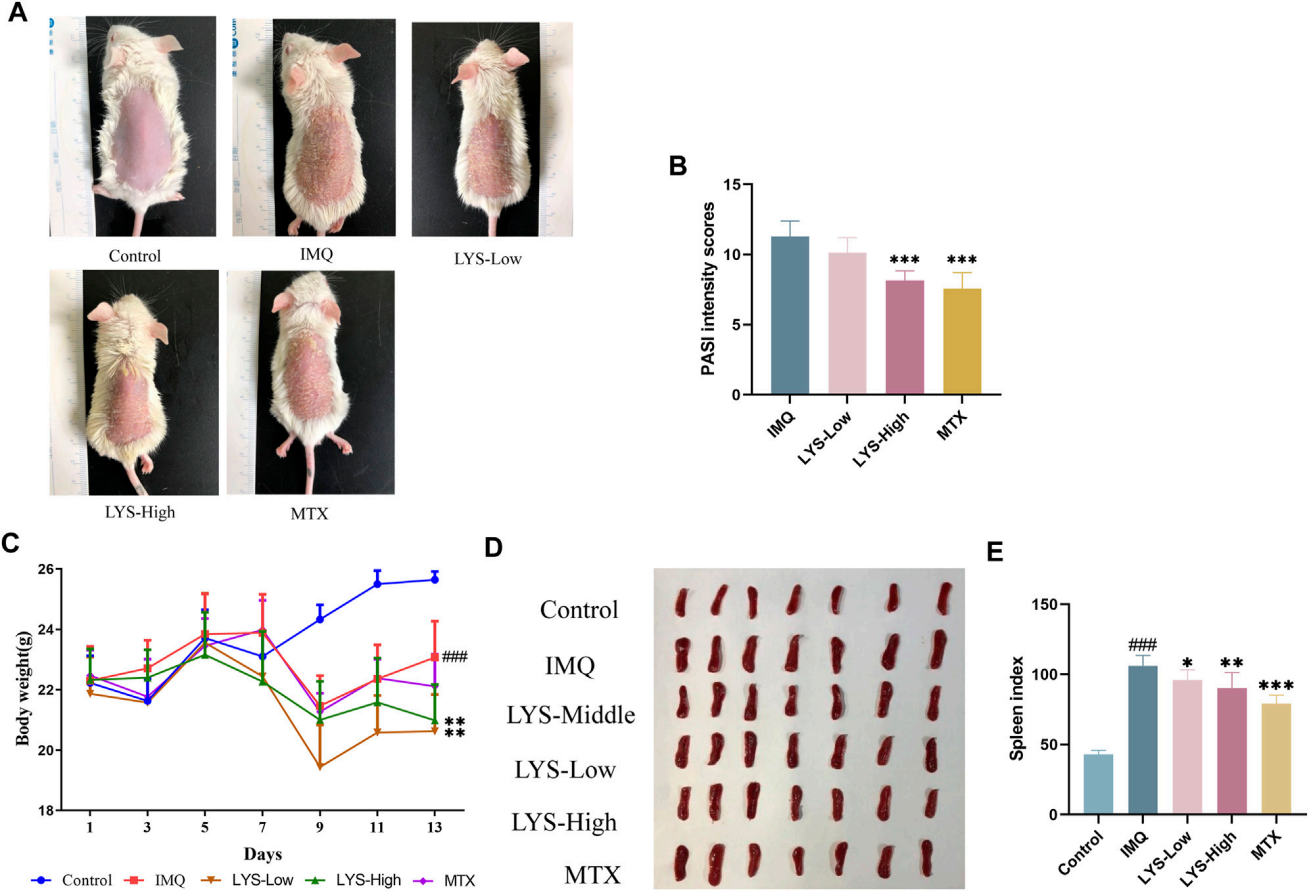
Effects of LYS treatment against psoriasis-like symptoms (*n* = 7). **(A)** Images of psoriatic skin lesions in five different groups. **(B)** PASI intensity scores of skin lesions in five different groups. **(C)** Changes in body weight in mice. **(D)** Spleen images and **(E)** cumulated spleen index in five different groups. ^###^ *p* < 0.001 vs. the control group; ^*^ *p* < 0.05, ^**^ *p* < 0.01, and ^***^ *p* < 0.001 vs. the IMQ group.

### 3.3 LYS attenuated tissue pathology of psoriasis

H and E staining revealed that the epidermal layer in the IMQ group was thickened, and numerous lymphocyte infiltrations were observed in the dermis and epidermis. After treatment with MTX and different doses of LYS, the thickness of the epidermal layer was effectively reduced, the stratum corneum became smooth, and the lymphocyte infiltration in the dermis layer was reduced. Furthermore, the higher the dose of LYS, the more obvious was the effect; notably, the high dose of LYS was equivalent to that of MTX (Figure 3).

**FIGURE 3:**
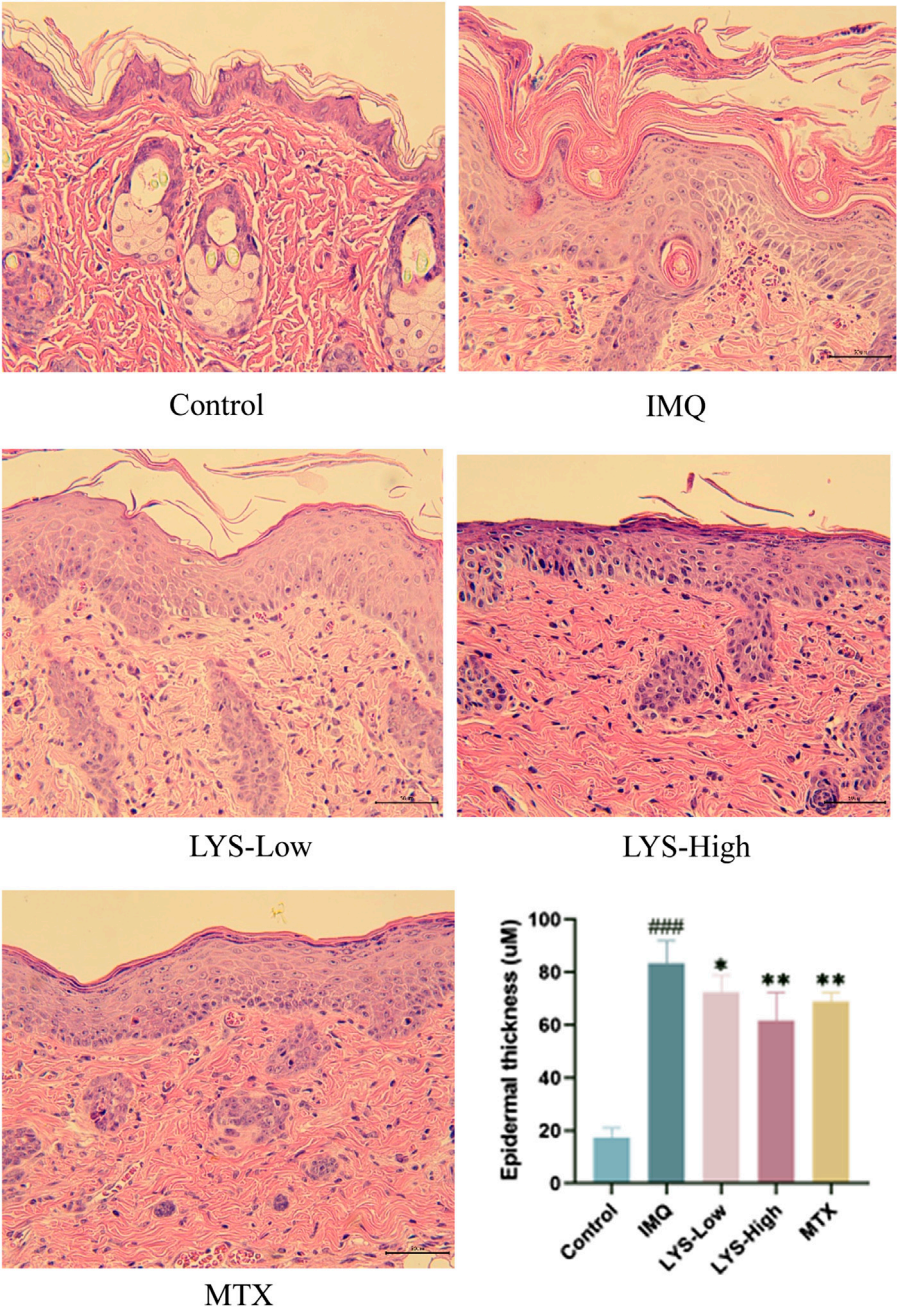
Histopathological images and epidermal thickness of different mice (images magnified × 100, *n* = 7). Images of H and E-stained sections were taken under a microscope to observe the epidermal thickness in different groups. Three fields were selected for each image, and every field was measured five times. ^###^ *p* < 0.001 vs. the control group; ^*^ *p* < 0.05, ^**^ *p* < 0.01, and ^***^ *p* < 0.001 vs. the IMQ group.

### 3.4 LYS decreased inflammatory cytokines in the serum of mice with psoriasis

The effects of LYS on serum cytokines were detected using ELISA. IL-6, TNF-α, IL-23, and IL-17 levels significantly increased in IMQ-induced mice with psoriasis (Figure 4; *p* < 0.01). The levels of these cytokines significantly decreased in the LYS and MTX groups compared with the IMQ group (*p* < 0.05). In the LYS group, the levels of IL-6, TNF-α, IL-23, and IL-17 decreased in a dose-dependent manner.

**FIGURE 4:**
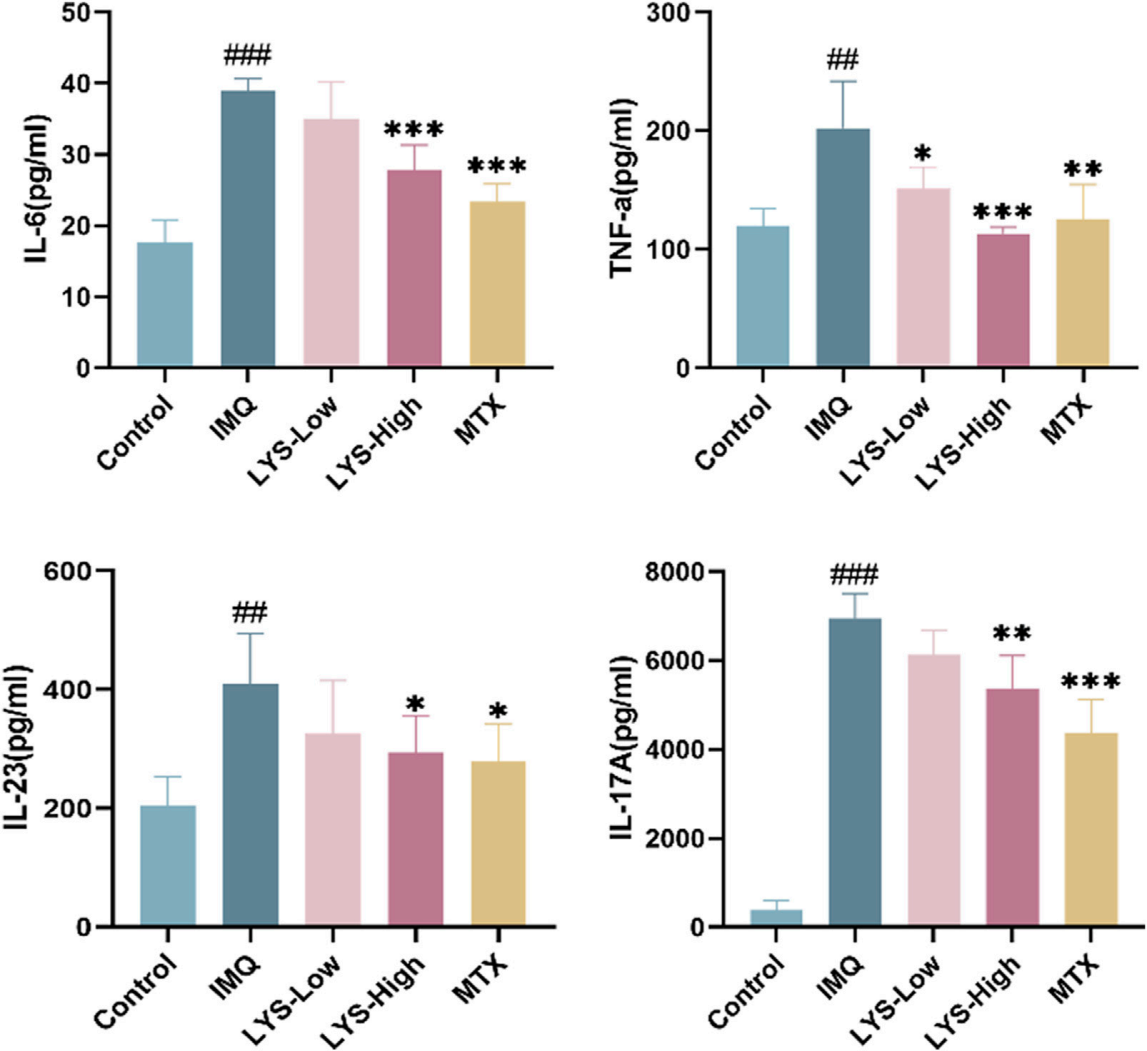
Effects of LYS on the serum levels of the inflammatory cytokines in IMQ-induced mice with psoriasis. IL-6, TNF-α, IL-23, and IL-17 levels were measured using ELISA. The data are expressed as mean ± SD (*n* = 7). ^##^ *p* < 0.01 vs. the control group; *p* < 0.05, ^**^ *p* < 0.01, and ^***^ *p* < 0.001 vs. the IMQ group.

### 3.5 LYS reduced keratinocyte proliferation in mice with psoriasis

PCNA was used as an indicator to evaluate cell proliferation status as an integral aspect of cell DNA synthesis. Ki67 was a related antigen of proliferating cells, and its function was related to mitosis. PCNA and Ki67 were indispensable in cell proliferation. We used WB and IHC methods to detect these two indicators. The expression of PCNA and Ki67 in the skin tissues of mice treated with LYS was significantly reduced, especially in the LYS-High group (Figure 5A). The skin IHC results also confirmed that PCNA and Ki67 levels decreased in both LYS-Low and LYS-High groups (Figure 5B), suggesting that LYS treatment could reduce keratinocyte proliferation in mice with psoriasis.

**FIGURE 5:**
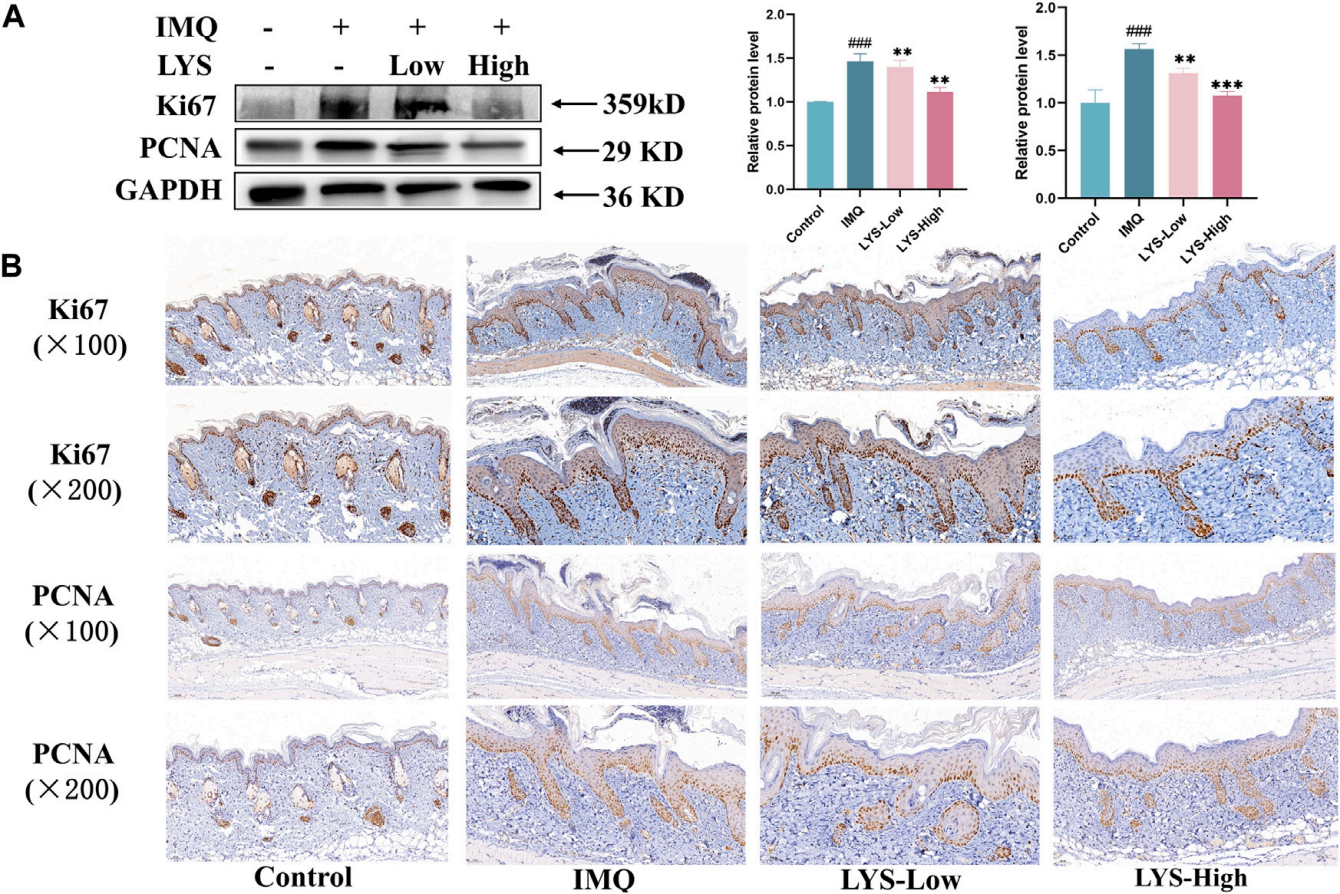
LYS decreased Ki67 and PCNA protein expression, as evident in WB **(A)** and IHC staining analyses **(B)**. The data are expressed as the mean ± SD (*n* = 3). ^###^ *p* < 0.001 vs. the control group; ^**^ *p* < 0.01, and ^***^ *p* < 0.001 vs. the IMQ group.

### 3.6 RNA sequencing data analysis for quality control

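RNA from the back skin of BALB/c mice of the control, IMQ and LYS-High groups was sequenced, with 3 libraries per group. Imiquimod (IMQ) is a Toll-like receptor agonist, and its cream applied to mouse skin gives psoriasis-like lesions. The backs of all mice were shaved and depilated. The IMQ and LYS-High groups received 62.5 mg of IMQ cream daily, over fewer days than the course of LYS lasted. The LYS-High group also received LYS by gavage at 43.8 g/kg of crude drug. Skin was collected on day 13. The sample labels name the LYS treatment without a dose, so the dose is taken from the paper's methods. RNA was extracted with TRIzol, and the libraries were made with the NEBNext Ultra kit and sequenced on an Illumina HiSeq instrument. The authors deposited a table of 29205 Ensembl genes with the reads counted on each gene in each library and the corresponding FPKM. The counts were whole numbers without normalization. Each FPKM equalled the count per kilobase of a fixed gene length and per summed counts of the library, scaled as FPKM is. The length was the summed exon length of GENCODE M21 (GRCm38) for 98.4% of the 29128 genes found in that annotation. The paper's text and the labels do not name the aligner, the counting tool or the genome build. The summed counts ranged from 17149506 to 19609878 in the control group (median 18123424), from 16915191 to 17988104 in the IMQ group (median 17005853) and from 14658645 to 16743869 in the LYS-High group (median 15877301). The values given here use the reads counted on genes, not the raw reads. Pairs of libraries of the same group differed by more than counting noise (chi-square per degree of freedom between 18.4 and 109), so they were not repeated counts of the same library. This cannot tell separate mice from separate preparations of the same skin. Each library was treated as a separate replicate because the paper gives n = 3 per group. Counts were scaled with edgeR's TMM method and are given as counts scaled to library size (CPM) with the SD over the 3 libraries of a group.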

High-throughput sequencing was used for the systematic analysis of gene expressions in the skin tissues of mice in the control, IMQ, and LYS-High groups. Approximately 23.99, 24.79, and 22.38 million raw reads were obtained from the control, IMQ, and LYS-High groups, respectively. The distribution of samples was examined *via* PCA to verify the rationality of the experimental design and the uniformity of biological duplicate samples (Supplementary Table S2). 

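PCA was run on log2(FPKM + 1) over the 29205 genes of the deposited table, centred and scaled. The first component held 40.3% of the variance and the second 15.7%. The mean scores on the first component were -126 in the control group, 114 in the IMQ group and 12.0 in the LYS-High group. The LYS-High mean thus lay 138 units from the control mean and 102 units from the IMQ mean. On the second component, the means were 42.4 in the control group, 38.1 in the IMQ group and -80.5 in the LYS-High group. With the control mean set to 0 and the IMQ mean to 1 on the first component, the LYS-High libraries lay at 0.575 ± 0.182 (SD, n = 3). The alternative that moved this place most used only the 500 most variable genes and gave 0.726. Leaving out LYS-High 1 gave 0.477, nearer the control mean, and leaving out any other library gave 0.533 to 0.660.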

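Pearson correlations of log2(FPKM + 1) across genes were computed for every pair of libraries. Genes are not independent replicates and pairs share libraries, so no test was made. The mean r within a group was 0.990 in the control group, 0.988 in the IMQ group and 0.981 in the LYS-High group. LYS-High libraries had a mean r of 0.940 with control libraries (0.919 to 0.954) and of 0.967 with IMQ libraries (0.939 to 0.990). Control and IMQ libraries had a mean r of 0.897 with each other. The mean r with the control group minus that with the IMQ group was -0.0566 for LYS-High 1, -0.0273 for LYS-High 2 and 0.00136 for LYS-High 3. The mean of this difference, -0.0275, was smaller than its SD (0.0290, n = 3), and which of them was larger depended on the setting. The alternative that moved the mean most kept only genes passing edgeR's expression filter and gave -0.0555 (SD 0.0481, n = 3). The mean also exceeded its SD with Spearman correlations (-0.0204, SD 0.0161) and with log2(FPKM + 0.1) (-0.0219, SD 0.0200), and not with log2(CPM + 1) (-0.0172, SD 0.0195). Leaving out LYS-High 1 gave -0.0130 (SD 0.0203), and leaving out LYS-High 3 gave -0.0420 (SD 0.0207). It exceeded its SD without IMQ 2 (-0.0288, SD 0.0284) and without IMQ 3 (-0.0322, SD 0.0270) as well.

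**Figure D1:**
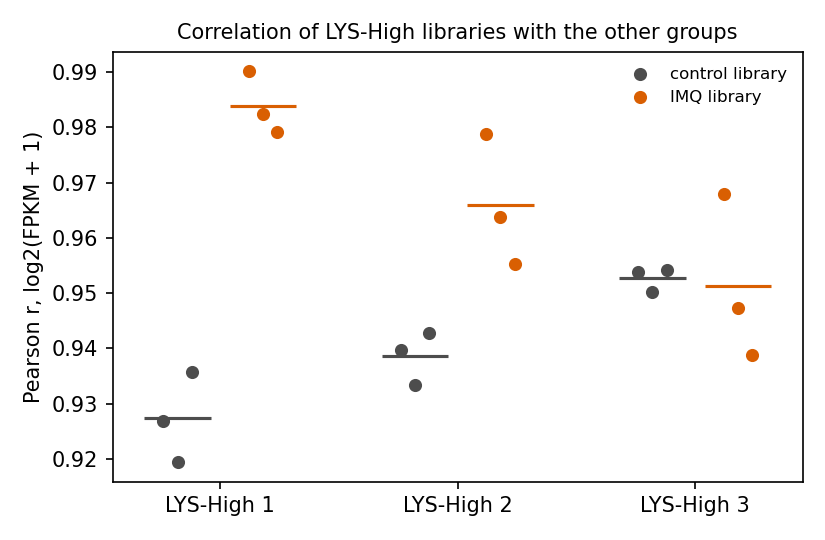
Pearson correlation (vertical axis, across genes on log2(FPKM + 1)) of each LYS-High library (horizontal axis) with each of the 3 control and 3 IMQ libraries. Points are single pairs and bars are their means, and LYS-High 1 has its highest value, 0.990, with an IMQ library.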

Correlation analysis revealed that the samples from the same group were distributed closely, and the LYS samples were closer to the control group than to the IMQ group, suggesting that the LYS group had a higher correlation with the control group than with the IMQ group (Supplementary Table S2).

### 3.7 Identification of DEGs

A rigorous comparison at adjusted *p* < 0.05 and |log_2_FoldChange| > 0.58 was made to identify the number of DEGs for different groups. Hence, the gene expression analysis showed that 4,502 genes were significantly differentially expressed in the IMQ group compared with the control group, including 2,134 upregulated and 2,368 downregulated genes (Figure 6A), and 1,078 genes were expressed in the LYS group compared with the IMQ group, including 698 upregulated and 380 downregulated genes (Figure 6B). 

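Genes were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at the same thresholds on adjusted p and log2 fold change. Each fit held only the 6 libraries of the compared groups, and genes with too few counts for a test were removed with edgeR's filterByExpr. In the IMQ group compared with the control group, 15976 genes were tested and 8145 were DEGs, 3854 upregulated and 4291 downregulated. The CPM of the groups did not overlap for 70.5% of the tested genes, where chance gives 10%. Of the alternatives set before the data were examined, an absolute log2 fold change over 1 moved this count most, to 5772 DEGs. The 8 genes labelled in Figure 6A were DEGs in the directions drawn there. Among them, Lce3d (ENSMUSG00000043472, chromosome 3 of GRCm38, 92957390 to 92958505), which encodes a late cornified envelope protein, rose from 1.00 ± 0.163 to 246 ± 24.4 CPM (SD, n = 3). Its log2 fold change was 7.99 (standard error 0.19, edgeR adjusted p = 6.7e-07). Standard errors of log2 fold changes, here and below, were back-calculated from the test's F statistic. Krt27 (ENSMUSG00000017588, chromosome 11, 99345565 to 99351104), a hair follicle keratin, fell from 354 ± 129 to 0.475 ± 0.217 CPM, with a log2 fold change of -9.42 (standard error 0.44, edgeR adjusted p = 8.3e-06). Krt25, another hair follicle keratin (ENSMUSG00000035831, chromosome 11, 99315516 to 99322951), had 946.7 ± 304 CPM in the control group and was at least 4684-fold lower in the IMQ group, where no library had more than 3 counts. Cxcl3, a chemokine without counts in the control group, was at least 752-fold higher.

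For LYS-High against IMQ, 15460 genes were tested and 0 were DEGs. The smallest edgeR adjusted p was 0.0591. At an unadjusted p under 0.05 there were 5435 genes, 2978 higher and 2457 lower in the LYS-High group, where chance gives 773. The groups did not overlap for 38.5% of the tested genes, against 10% by chance. Leaving out LYS-High 1 gave 4262 DEGs and leaving out IMQ 1 gave 1873, while each of the other 4 libraries left out gave 0. DESeq2 run on the same 6 libraries gave 3334 DEGs. In data simulated from these libraries with 200 changed genes, DESeq2 made 45 false calls beside 149 recovered genes. edgeR made 3 beside 116. The share of false calls under DESeq2 was thus above its threshold there, and its lists here and below may hold more false calls than the adjusted p implies. The 7 genes labelled in Figure 6B each had this smallest adjusted p and were DEGs without LYS-High 1, without IMQ 1 and under DESeq2. Atp13a5 (ENSMUSG00000048939, chromosome 16, 29231851 to 29378732) had 25.9 ± 7.02 CPM in the IMQ group and 6.25 ± 1.02 in the LYS-High group, a log2 fold change of -2.05 (standard error 0.25). Gfra1 (ENSMUSG00000025089, chromosome 19, 58235604 to 58455909) had 3.93 ± 1.07 and 21.8 ± 5.79 CPM, a log2 fold change of 2.46 (standard error 0.29). The log2 fold changes of the others were -1.25 for Cemip, 1.07 for Wdfy4, 1.25 for Pdpn, 2.00 for Spon2 and 1.44 for Has2. Of the 36 genes the paper names, 31 of 34 tested were past the adjusted p threshold in the IMQ group compared with the control group, both over all genes and adjusted over the list alone. For LYS-High against IMQ these counts were 0 of 32 over all genes and 15 adjusted over the list alone. The study chose part of this list on the same libraries, so the count over the list alone is not independent evidence.

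**Figure D2:**
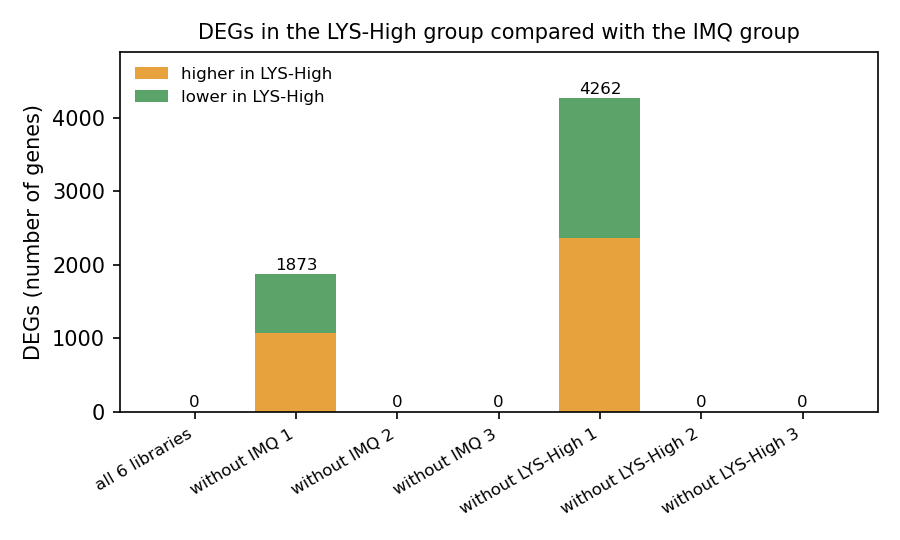
Number of DEGs (vertical axis, genes) in the LYS-High group compared with the IMQ group, with all 6 libraries and with each library left out in turn (horizontal axis). Bars are split into genes higher and lower in LYS-High, and only the fits without IMQ 1 (1873) and without LYS-High 1 (4262) gave DEGs.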

As depicted in the Venn diagram, the expression of 355 DEGs increased with IMQ treatment and then decreased with LYS treatment (Figure 6C), and the expression of 442 DEGs decreased with IMQ treatment and then increased with LYS treatment (Figure 6D). 

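With 0 DEGs in the LYS-High group compared with the IMQ group, both overlaps of the edgeR lists held 0 genes. At an unadjusted p under 0.05, 1995 of the 3853 upregulated DEGs of the IMQ group were lower in the LYS-High group, and 1972 of the 3790 downregulated DEGs were higher. At any size of change, 92.8% of these DEGs moved the opposite way in the LYS-High group. Both comparisons share the IMQ libraries, which alone favours opposite signs, so IMQ and LYS-High libraries without any LYS effect were both simulated from the IMQ means. At first only LYS-High was simulated, and this was changed after the first values had been seen. In 20 simulations, 56.7% of the DEGs moved the opposite way on average (55.6% to 57.8%). Each gene was drawn independently, so variation that genes share between libraries is missing from the simulated ranges, which may be too narrow. The Pearson r of the log2 fold changes across genes was -0.726, and -0.134 on average in the simulations (SD 0.00987). Under DESeq2, 1305 genes were upregulated in the IMQ group and downregulated in the LYS-High group, and 1436 genes went the opposite way. With all 9 libraries in a single edgeR fit these numbers were 1296 and 1194, and 2307 genes were reversed under both settings. The simulations gave at most 1 reversed gene under edgeR, and 5 simulations at most 13 under DESeq2. Under edgeR the overlap held 3358 genes without LYS-High 1, 1717 without IMQ 1 and 0 with any other library left out. The 5 genes with the smallest DESeq2 adjusted p in each direction were Gm48704, Serpinb11, Atp13a5, Cemip and Unc93a2, and Gfra1, Adgre5, Pdpn, Jchain and Spon2.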

The heatmap of hierarchical clustering analysis was a useful tool to reveal the differences in the expression of differential probes intuitively. The similarity in the abundance profiles of differential probes was observed (Figure 6E), exhibiting a satisfactory discriminatory value among the control, IMQ, and LYS-High groups.

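To place each library between the control and IMQ groups, its log2(CPM + 1) values over the DEGs of the IMQ group were projected on the line from the control mean (0) to the IMQ mean (1). Each control or IMQ library was left out of its own group mean and of the choice of genes. The control libraries lay at 0.0156 ± 0.0780 and the IMQ libraries at 0.983 ± 0.186 (SD, n = 3). The LYS-High libraries lay at 0.642 ± 0.155 (SD, n = 3), with 0.797 for LYS-High 1, 0.641 for LYS-High 2 and 0.488 for LYS-High 3. The IMQ libraries lay at 0.771 for IMQ 1, 1.06 for IMQ 2 and 1.12 for IMQ 3, so the ranges of the LYS-High and IMQ groups overlapped. The exact permutation p of the LYS-High against the IMQ libraries, in both directions, was 0.2, where 3 libraries against 3 cannot go below 0.1, and 0.1 to 0.3 with each library left out. Of the alternatives other than leaving out a library, log2(CPM + 0.1) moved the LYS-High mean most, to 0.669.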

**FIGURE 6:**
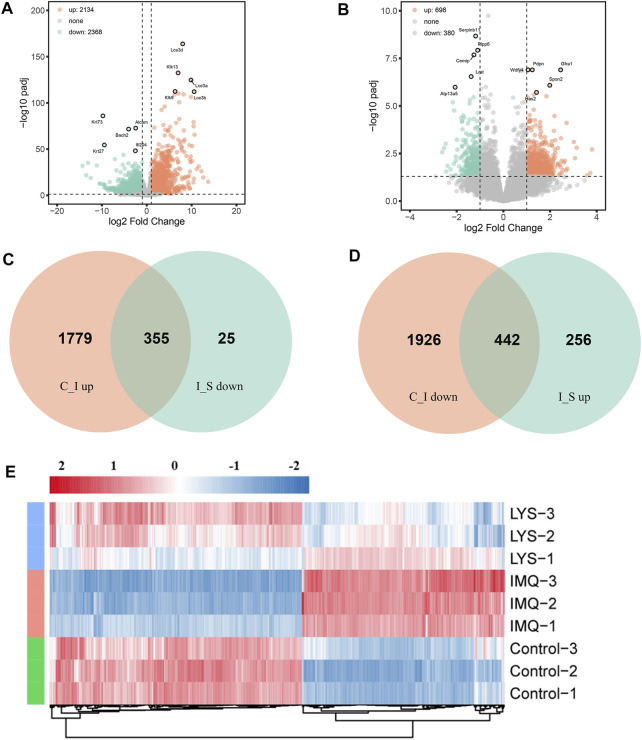
DEGs among the control, IMQ and LYS-High groups. **(A)** Volcano plot of DEGs expressed in the IMQ group compared with the control group. The horizontal axis indicates expression changes (log) of the genes in different treatment groups, while the vertical axis shows the differences in gene expression. The discrepancy was more significant with smaller *p* values and higher −log_10_ values (adjusted *p* values). Splashes were for different genes, among which gray dots were for genes with no significant discrepancy, orange dots were for genes significantly upregulated, and green dots were for significantly downregulated genes. **(B)** Volcano plot of DEGs expressed in the LYS group compared with the IMQ group. **(C)** Venn diagram showing that the expression of DEGs increased with IMQ treatment and then decreased with LYS treatment. **(D)** Venn diagram showing that the expression of DEGs decreased with IMQ treatment and then increased with LYS treatment. **(E)** Cluster assay was used to analyze the expression of 797 DEGs among the control, IMQ, and LYS groups.

### 3.8 GO and KEGG pathway analysis

We performed GO enrichment analysis of 442 DEGs whose expression decreased with IMQ treatment and then increased with LYS treatment and 355 DEGs whose expression increased with IMQ treatment and then decreased with LYS treatment based on the GO database. These DEGs were categorized into three main groups: biological process (BP), cellular component (CC), and molecular function (MF). These DEGs were linked to the keratinocyte adhesion, migration, and dysfunction based on BP subgroups (Figure 7A): “epithelial cell migration,” “cell-substrate adhesion,” and “endothelial cell migration,” which were the three most abundant GO terms within the BP category (442 DEGs), and “regulation of water loss *via* the skin,” “establishment of the skin barrier,” and “keratinocyte differentiation” (355 DEGs) (Figure 7C). 

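The GO annotation was not used here, and 20 lists of marker genes written by hand stood in for its terms. A list's change is given as the median log2 fold change of its genes, with camera's adjusted p over the lists (preset correlation between genes 0.01). In the IMQ group compared with the control group 16 lists were past the threshold, and in the LYS-High group compared with the IMQ group 12 were. Under fry these numbers were 17 and 0 (smallest fry adjusted p in the second comparison 0.0925), and with camera's correlation estimated from the data both were 0. Of the 10 splits of the 6 libraries in the second comparison, 5 had at least 12 lists past camera's threshold, the real split included. Other splits reached 16 lists there and 15 in the first comparison. A small camera adjusted p, here and below, is therefore not by itself evidence of a treatment effect. For the skin barrier, the list of ceramide and lamellar body genes had a median log2 fold change of 2.14 in the IMQ group compared with the control group (29 of 36 genes higher, camera adjusted p = 8.2e-14). It was -0.92 in the LYS-High group compared with the IMQ group (32 of 36 lower, camera adjusted p = 1.1e-12), with 0 of the genes past the threshold over all genes and 27 adjusted over the list alone. For endothelial cells, the Endothelium list changed by -0.96 (23 of 24 genes lower, camera adjusted p = 0.00154) and then by 1.13 (24 of 24 higher, camera adjusted p = 4.8e-10). Its counts past the threshold in the second comparison were 0 over all genes and 20 adjusted over the list alone. As the overlaps of the edgeR lists were empty, 0 lists were over-represented in them. Among the genes reversed under DESeq2, 9 lists were over-represented (Fisher's exact test for shifts either way, adjusted over the lists and both directions). Fisher's test takes genes as independent, which genes of a list are not, so its p does not measure the spread between libraries. The background was all genes tested in both comparisons, so a list that IMQ moved can be over-represented partly for that reason. A background of DEGs of the IMQ group was used only with the edgeR lists, where no gene was reversed. The upregulated and then downregulated genes held 25 of 36 ceramide and lamellar body genes (exact adjusted p = 5.9e-18). The downregulated and then upregulated genes held 15 of 24 Endothelium genes (exact adjusted p = 1.9e-09). Under edgeR, the lists over-represented among reversed genes numbered 8 without IMQ 1, 7 without LYS-High 1 and 0 with any other library left out, where no gene was reversed.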

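The lists closest to the cellular components were compared in the same way. The Cornified envelope list rose in the IMQ group compared with the control group by a median log2 fold change of 3.51 (48 of 52 genes higher, camera adjusted p = 5.3e-41). It was lower in the LYS-High group than in the IMQ group by a median of -1.11 (51 of 52 lower, camera adjusted p = 1.0e-17), with 38 of its genes among those reversed under DESeq2 (Fisher's exact adjusted p = 4.3e-28). The Fibrillar collagen matrix list fell by a median of -2.05 (39 of 40 lower, camera adjusted p = 1.1e-10) and was higher in the LYS-High group by 1.37 (40 of 40, camera adjusted p = 2.3e-14). Of its genes, 30 were reversed under DESeq2 (exact adjusted p = 9.6e-22). The Basement membrane list changed by -1.26 (26 of 34 lower, camera adjusted p = 3.9e-04) and by 0.78 (25 of 34 higher, camera adjusted p = 0.00298), with 14 genes reversed under DESeq2 (exact adjusted p = 6.5e-06). With all 9 libraries in a single edgeR fit, chosen for these lists after the data had been seen, the corresponding exact adjusted p were 2.0e-17, 1.1e-16 and 2.6e-07.

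**Figure D3:**
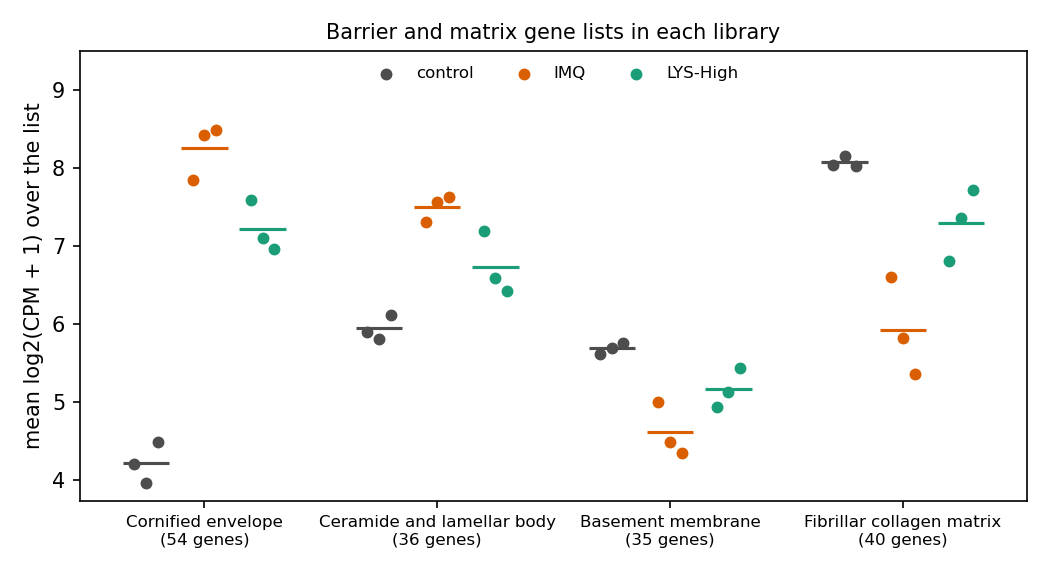
Mean log2(CPM + 1) over the genes of 4 lists (vertical axis) in each library of the control, IMQ and LYS-High groups. Points are libraries and bars are group means, and for the Cornified envelope list (54 genes in the table) the LYS-High points lie between the control and IMQ points.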

In terms of CCs, these DEGs were enriched in “collagen-containing extracellular matrix,” “basement membrane,” “cornified envelope,” “lamellar body,” and so on. Moreover, DEG mRNAs were enriched in MFs such as “transmembrane receptor protein kinase activity,” “cell adhesion molecule binding,” and “lipase activity.”

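For lipase activity, the list of phospholipases and lipases had a median log2 fold change of 0.33 in the IMQ group compared with the control group, with 21 of 37 genes higher (camera adjusted p = 0.0545). It was past the threshold under fry, without control 2, without IMQ 2 and without IMQ 3, and without scaling beyond library totals its median was -0.11, against -0.51 for all genes. In the LYS-High group compared with the IMQ group it was 0.22, with 19 of 35 genes higher (camera adjusted p = 0.309), and 0.066 without LYS-High 2 and 0.044 without LYS-High 3. Under DESeq2, 9 of the 35 genes were upregulated by IMQ and then downregulated (Fisher's exact adjusted p = 0.0113), and 7 went the opposite way (exact adjusted p = 0.123). With all 9 libraries in a single edgeR fit the numbers were 9 (exact adjusted p = 0.0110) and 2 (exact adjusted p = 1.00).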

**FIGURE 7:**
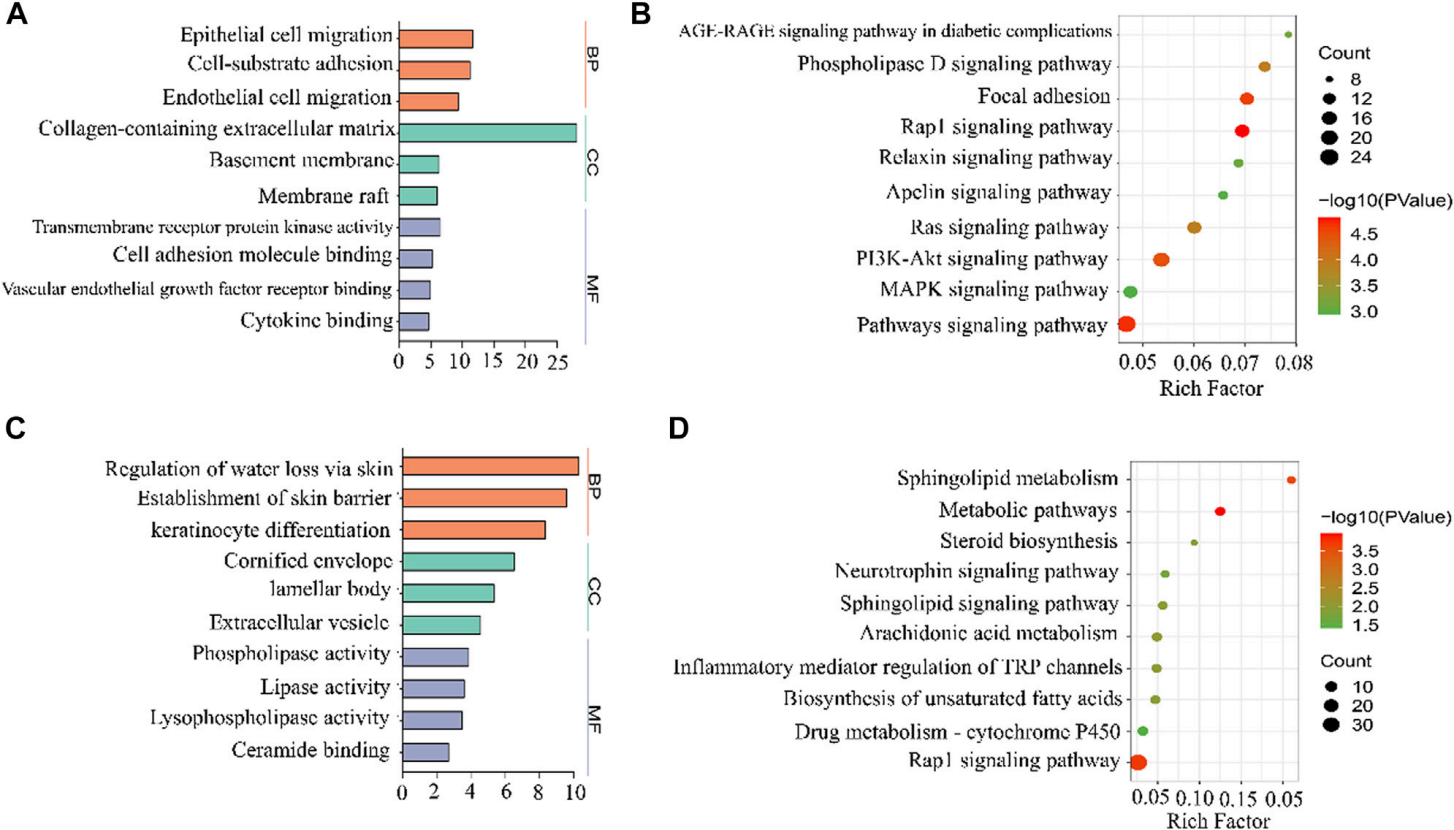
GO and KEGG analyses of DEGs among the control, IMQ, and LYS-High groups. GO enrichment analysis predicted the functional roles of target host genes based on the control, IMQ, and LYS-High groups. **(A)** Expression of DEGs decreased with IMQ treatment and then increased with LYS treatment. **(B)** Expression of DEGs increased with IMQ treatment and then decreased with LYS treatment. The top-three terms of BP, CC, and MF analyses are represented by three different colors in this figure: Orange, BP; green, CC; purple, MF. **(C)** KEGG enrichment analysis based on DEGs whose expression decreased with IMQ treatment and then increased with LYS treatment. **(D)** KEGG enrichment analysis based on DEGs whose expression increased with IMQ treatment and then decreased with LYS treatment.

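The KEGG annotation was not used here. A list of 27 MAPK core kinases, 11 of them named by the paper, had a median log2 fold change of 0.24 in the IMQ group compared with the control group (20 of 26 tested genes higher, camera adjusted p = 0.0245, and 0.00249 to 0.506 over its alternatives). Without scaling beyond library totals this median was -0.21, which is 0.29 above that of all genes. The median was -0.14 in the LYS-High group compared with the IMQ group (18 of 26 lower, camera adjusted p = 0.0645). It was past the threshold without IMQ 1 (-0.19) and not without LYS-High 1 (-0.23), and without scaling beyond library totals the median was 0.12, against 0.29 for all genes. Of these kinases, 0 were past the threshold over all genes in the second comparison and 2 adjusted over the list alone. Mapk14, which encodes p38 alpha (ENSMUSG00000053436, chromosome 17 of GRCm38, 28691329 to 28748406), had 112 ± 2.43 CPM in the control group, 261 ± 21.8 in the IMQ group and 201 ± 10.8 in the LYS-High group (SD, n = 3). Its log2 fold change was 1.28 in the IMQ group compared with the control group (edgeR adjusted p = 7.6e-05) and -0.37 in the LYS-High group compared with the IMQ group (edgeR adjusted p = 0.0935, and 0.0355 to 0.282 over its alternatives). The second value was past the adjusted p threshold with all 9 libraries in a single fit and under DESeq2. Mapk3, which encodes ERK1 (ENSMUSG00000063065, chromosome 7, 126759601 to 126765819), changed by 1.25 (edgeR adjusted p = 1.7e-04) and by -0.50 (edgeR adjusted p = 0.0933, with 0.0277 without LYS-High 1 and up to 0.267 over its alternatives). Under DESeq2, 4 of 26 MAPK kinases were upregulated by IMQ and then downregulated (Fisher's exact adjusted p = 0.395), and 0 went the opposite way (exact adjusted p = 0.313).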

The KEGG enrichment analysis led to the identification of the top 10 pathways, including “AGE-RAGE signaling pathway in diabetic complications,” “Rap1 signaling pathway,” “Ras signaling pathway,” “MAPK signaling pathway,” and so forth (Figure 7B and 7 days). 

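A list of 31 genes of Rap1 GTPases and their regulators, 3 of them named by the paper, had a median log2 fold change of -0.11 in the IMQ group compared with the control group (18 of 31 lower, camera adjusted p = 0.795). Without control 3 it was -0.18. It was 0.43 in the LYS-High group compared with the IMQ group (21 of 31 higher, camera adjusted p = 0.0353). This list was not past the threshold without IMQ 1 (0.39) or without LYS-High 2 (0.36). Of its genes, 0 were past the threshold over all genes and 19 adjusted over the list alone. Among the genes downregulated by IMQ and then upregulated under DESeq2, 8 of the 31 were found (Fisher's exact adjusted p = 0.0305), and 3 went the opposite way (exact adjusted p = 0.905). Rap1a (ENSMUSG00000068798, chromosome 3 of GRCm38, 105727267 to 105801336) had 89.9 ± 11.9 CPM in the control group, 62.6 ± 4.94 in the IMQ group and 79.8 ± 14.9 in the LYS-High group (SD, n = 3). Its log2 fold change was -0.46 in the IMQ group compared with the control group (edgeR adjusted p = 0.0141, and 0.0120 to 0.0586 over its alternatives, the last without control 1) and 0.35 in the LYS-High group compared with the IMQ group (edgeR adjusted p = 0.161). Without LYS-High 1 the second value was 0.49 (edgeR adjusted p = 0.0313), and without LYS-High 3 it was 0.23 (edgeR adjusted p = 0.419, the largest over its alternatives). Rap1b (ENSMUSG00000052681, chromosome 10, 117813871 to 117846035) had 224 ± 27.7, 206 ± 16.97 and 294 ± 55.0 CPM. Its log2 fold change of 0.51 in the LYS-High group compared with the IMQ group (edgeR adjusted p = 0.0925) was 0.65 without LYS-High 1 (edgeR adjusted p = 0.0170, and up to 0.258 over its alternatives). Rap1gap, which encodes a protein that inactivates Rap1 (ENSMUSG00000041351, chromosome 4, 137664726 to 137729861), had 4.35 ± 0.818, 27.5 ± 2.99 and 17.9 ± 0.410 CPM. It rose by 2.72 in the IMQ group compared with the control group (edgeR adjusted p = 2.6e-05) and changed by -0.61 in the LYS-High group compared with the IMQ group (edgeR adjusted p = 0.0591). Rap1gap was past the threshold in the second comparison without IMQ 1 (edgeR adjusted p = 0.0438) and without LYS-High 1 (edgeR adjusted p = 0.0243), with a range of 0.00492 to 0.220 over its alternatives.

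**Figure D4:**
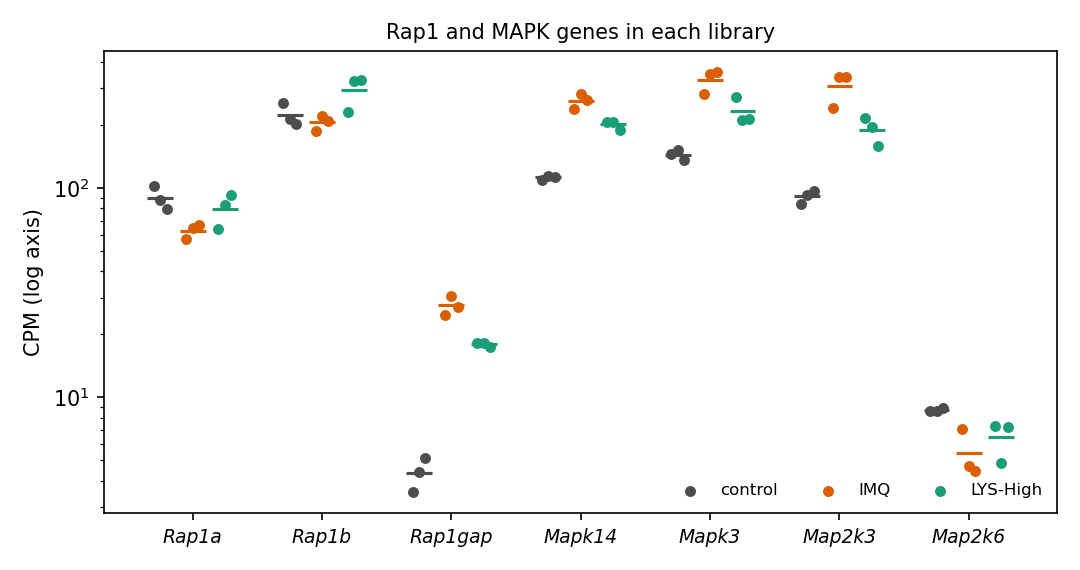
CPM (vertical axis, log scale) of 7 genes of the Rap1 and MAPK pathways in each of the 9 libraries. Points are libraries and bars are group means, and Rap1gap lies lowest in the control group and highest in the IMQ group.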

Among all the pathways, the top-ranking enriched term was “Rap1 signaling pathway.” Interestingly, Rap1–MAPK signaling pathway was mostly associated with cell proliferation, which might play a key role in the abnormal proliferation of keratinocytes.

### 3.9 LYS inhibited the activation of Rap1–MAPK signaling pathways

We further detected the expression of critical molecules at the mRNA and protein levels to further verify the role of Rap1–MAPK signaling pathways in the proliferation of psoriatic keratinocytes. As shown in Figure 8A, the mRNA expression of p38, ERK, MEK3, MEK6, Rap1gap, Rap1a, and Rap1b was upregulated in the IMQ group compared with the control group (*p* < 0.05, *p* < 0.01, and *p* < 0.001, respectively). LYS significantly suppressed the expression of the aforementioned targets (*p* < 0.05, *p* < 0.01, and *p* < 0.001, respectively).

**FIGURE 8:**
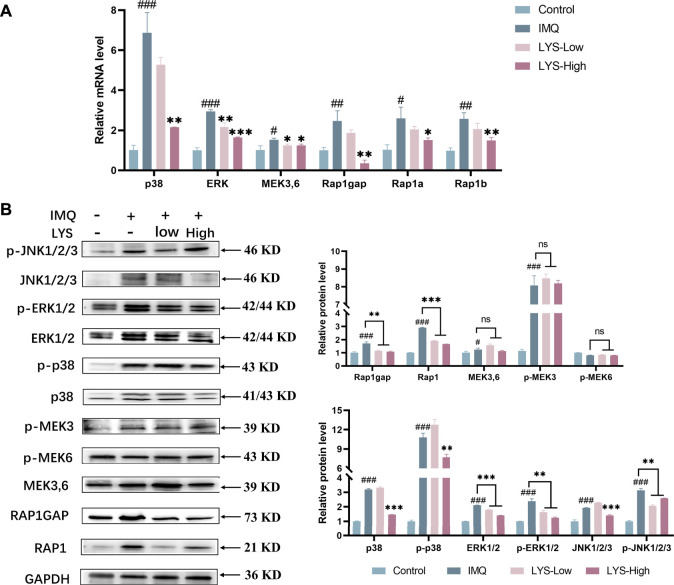
Effects of LYS on the expression of Rap1 (Rap1 and Rap1gap) and MAPKs (p38, JNK, ERK1/2, and MEK3,6) signaling pathways in the psoriasis-like mouse model. Expression of p38, ERK, MEK3/6, Rap1gap, Rap1a, and Rap1b mRNAs in the back skin tissues was detected using reverse transcription–polymerase chain reaction **(A)** and the relative protein expression was detected using WB **(B)**. The data are expressed as mean ± SD (*n* = 3). ^#^ *p* < 0.05, ^##^ *p* < 0.01, and ^###^ *p* < 0.001 vs. the control group; ^*^ *p* < 0.05, ^**^ *p* < 0.01, and ^***^ *p* < 0.001 vs. the IMQ group.

As shown in Figure 8B, IMQ treatment significantly increased the MAPK-related protein expression and phosphorylation level of p38, ERK1/2, and c-Jun N-terminal kinase (JNK1/2/3) (*p* < 0.001). These IMQ-induced enhancements in the expression were markedly prevented by LYS in a dose-dependent manner except p-JNK (*p* < 0.01 and *p* < 0.001). The expression levels of MEK3/6 and p-MEK3 were increased by IMQ treatment (*p* < 0.05 and *p* < 0.001), but were not suppressed by LYS treatment. IMQ treatment upregulated the expression of Rap1 and Rap1gap, while LYS significantly downregulated their expression (*p* < 0.001 and *p* < 0.01).

## 4 Discussion

Psoriasis is a complex disease caused by different factors, and its exact pathogenesis is unknown. Previous studies showed that keratinocyte hyperproliferation might play a critical role in the initiation and maintenance of psoriasis (Ortiz-Lopez et al., 2022).

Recent studies reported that the theory of the “IL-23/Th17 axis” could explain the pathogenesis of psoriasis to some extent. Activated by IL-23 and sourced from dendritic cells and macrophages in the psoriatic dermis, Th17 and T cells release inflammatory cytokines such as TNF-α, IL-6, IL-17A, and IL-22 (Di Cesare et al., 2009; Ghoreschi et al., 2021). These inflammatory cytokines act on keratinocytes, resulting in epidermal hyperplasia, hyperkeratosis, and other typical pathological changes in psoriasis. In the inflammatory microenvironment of skin, keratinocytes produce more IL-23, chemokines, and other inflammatory factors, forming a positive feedback loop of the “IL-23/Th17 axis,” which amplifies and exacerbates the chronic inflammatory process of psoriasis (Deng et al., 2016; Ehst et al., 2021).

Cell cycle–related antigens Ki67 and PCNA are the most common proliferation markers in the IMQ-induced psoriasis-like mouse model. This study showed that the expression of Ki67 and PCNA was significantly upregulated in the model group, accompanied by an increase in “IL-23/Th17 axis”–related inflammatory factors, compared with that in the control group. This was consistent with the previous findings (Gangadevi et al., 2021; Kuai et al., 2021). After LYS intervention, the expression of the proliferating protein and the level of inflammatory factors in the treatment group decreased significantly. This indicated that LYS could reduce the proliferation of keratinocytes and improve the symptoms of psoriasis dermatitis by reducing the secretion of inflammatory factors and the expression of proliferative proteins in serum.

MAPK plays an important role in regulating most cellular processes, including proliferation, differentiation, and apoptosis and can be grouped into four subfamilies: ERK, p38, JNK, and BMK1 (also called ERK5) (Zhao et al., 2018; Guo et al., 2022). P38, ERK1/2, and JNK have potential pathogenic effects in the development of psoriasis (Sakurai et al., 2019). Among these, the activation of p38 in the skin is the key event of psoriasis lesions. P38 is highly activated in the epidermis of human psoriatic lesions (Johansen et al., 2005). Moreover, the role of the IL-17 pathway is considered to depend partly on the activation of p38 MAPK (Roussel et al., 2010). As previously discussed, previous studies reported an increase in the expression of p38, p-p38, ERK, p-ERK, JNK, and p-JNK in skin tissues in the IMQ group, and LYS alleviated the expression levels in the aforementioned targets.

p38 MAPK can be activated by Rap1, which can regulate cell growth and death (Gutiérrez-Uzquiza et al., 2010). Rap1 belongs to the Ras family of low-molecular-weight guanosine-5′-triphosphate enzymes. Rap1 has two isoforms: Rap1a and Rap1b, showing 95% identity. The Rap1 protein acts as a molecular switch by cycling between two states: the inactive GDP-binding form and the active GTP-binding form (Jaśkiewicz et al., 2018). A recent study showed that Rap1 also played an important role in inflammatory reactions. As the basic tool of the immune system, the expression of leukocytes in psoriatic lesions increases significantly (Capriotti et al., 2018). Integrin is mainly responsible for leukocyte adhesion. Rap1 is considered the key medium for CD31 (an important integrin adhesion amplifier) cytoplasmic tail to transmit the signal-inducing T cell adhesion through α4β1 (vla-4) and β2 (lfA-1) integrins (Reedquist et al., 2000). Thus, a study revealed that CD31 selectively activated Rap1, and the activated Rap1 mutant stimulated the adhesion of T cells to intercellular adhesion molecule 1. These data suggested that Rap1 played a key role in leukocyte adhesion, which allowed the progression of inflammatory response. In agreement with previous studies, IMQ application increased inflammation signaling cascades. Molecularly, LYS treatment reduced the expression of Rap1 and Rap1gap.

The findings of this study demonstrated that LYS primarily targeted keratinocytes *in vivo* by inducing the secretion of “IL-23/Th17 axis”–related inflammatory factors, thereby reducing the hyperproliferation of keratinocytes. 

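In the LYS-High group compared with the control group, the Rap1 list had a median log2 fold change of 0.20 (21 of 31 genes higher, camera adjusted p = 0.0516) and the MAPK list one of 0.18 (16 of 26 higher, camera adjusted p = 0.0630). The Rap1 list was past the threshold without control 1 (0.16) and without LYS-High 1 (0.25), and the MAPK list was 0.27 without control 3. Under fry both lists were past the threshold (fry adjusted p = 0.0181 for Rap1 and 0.0179 for MAPK), and with camera's correlation estimated neither was (adjusted p = 0.380 for both). Rap1gap was higher by a log2 fold change of 2.05 (standard error 0.19, edgeR adjusted p = 6.3e-04) and Mapk14 by 0.85 (standard error 0.13, edgeR adjusted p = 0.00318). Rap1a changed by -0.17 (standard error 0.16, edgeR adjusted p = 0.463) and Rap1b by 0.39 (standard error 0.18, edgeR adjusted p = 0.125). Leaving out LYS-High 1 put Rap1a at -0.035 and Rap1b at 0.53 (edgeR adjusted p = 0.0235, and up to 0.310 over its alternatives). Leaving out control 1 put Rap1a at -0.067, control 3 at -0.25 and LYS-High 3 at -0.27. The paper's line of reasoning starts from the DEGs that IMQ and LYS moved in opposite directions, takes the Rap1 pathway as the top KEGG term among them, and goes on to the mRNA and protein levels of Rap1 and MAPK members in skin (Figure 8). In Figure 8B the paper reports exceptions to the lowering by LYS, namely MEK3/6, p-MEK3 and p-JNK. From its RNA sequencing and molecular biology experiments together, the paper proposes that inhibition of this pathway may be related to the effect of LYS.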

The results of RNA sequencing and molecular biology experiments confirmed that the antipsoriatic effect of LYS might be related to the inhibition of Rap1–MAPK signaling pathway activation.

## 5 Conclusion

The results of this study revealed that LYS had obvious anti-psoriatic effects in the mice with IMQ-induced psoriasis. The anti-psoriasis effect of LYS was related to the inhibition of inflammatory factor secretion, keratinocyte proliferation, and the activation of the Rap1–MAPK signaling pathway. These findings confirmed the therapeutic effect and mechanism of LYS in treating psoriasis to some extent, thus providing important evidence for the clinical application of LYS.

## Data Availability

The original contributions presented in the study are included in the article/Supplementary Material. The RNA-sequencing data are deposited in the GEO repository, accession number GSE226452.

# Supplementary material for: Effect and mechanism of longkui yinxiao soup in treating psoriasis in mice
**Source:** Front Pharmacol. 2023 Mar 13;14:1136604. doi: 10.3389/fphar.2023.1136604
**Supplement:** Supplementary file 1

Supplementary Material

**Effect and mechanism of Longkui Yinxiao Soup in treating psoriasis in mice**

**Congcong Zhu^1,2^†, Ya Chen^1,2^†, Zongguang Tai^1,2^, Huijun Pan^1,2^, Min Shen^1,2^, Zhongjian Chen^1,2^* and Quangang Zhu^1,2^***

Dr. Zhongjian Chen

# Supplementary Figures and Tables

Supplementary Table S1 Primers used for qPCR assays

| Gene | Forward primer | Reverse primer |
| --- | --- | --- |
| GAPDH | TGGGAAGCTGTGGCGTGAT | TCAGATCCACAACCGACACATT |
| ERK | ATCTCAACAAAGTTCGAGTTGC | GTCTGAAGCGCAGTAAGATTTT |
| MEK3,6 | ACTATCGGAGACAGAAACTTCG | CACTTTCTCTACCACCCCATAG |
| p38 | AGGAATTCAATGACGTGTACCT | AGGTCCCTGTGAATTATGTCAG |
| Rap1gap | CTCCCACCCTGCTTCACCCTAC | CGCTGTTCATCCATCCTGCTTCC |
| Rap1a | AGATGGCGGACACTCTTCTCAGG | CTGCTGGTGCTGGAGGAGGAG |
| Rap1b | GAACGGACAAGGCTTCGCTCTG | CCAAGTCGCATTTATTGCCAACCAG |

Supplementary Table S2 The methodological parameters and assaying results

| Bioactive  components | Regression equation of  standard curve | Precision  RSD (%) | Reproducibility  RSD (%) | Stability  (24h) | Recovery  （%） | Content  (ug·g-1) |
| --- | --- | --- | --- | --- | --- | --- |
| Imperatorin | Y=25150X-2958.1, r=1 | 0.47 | 0.55 | 1.45 | 96.45 | 71.63 |
| Rhoifolin | Y=23613X-2886.3, r=1 | 0.30 | 2.16 | 2.27 | 88.95 | 25.93 |

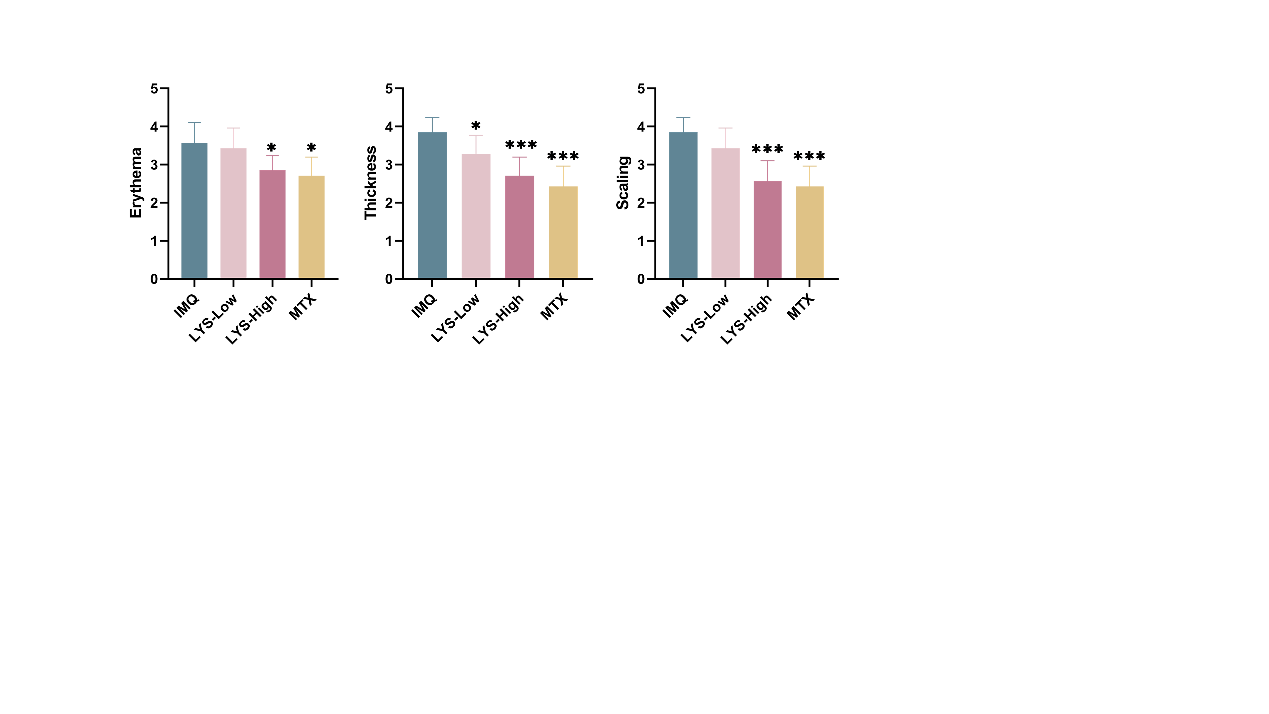

Supplementary Figure S1：PASI intensity scores (erythema, scaling, epidermal thickness) of skin lesions in five different groups.

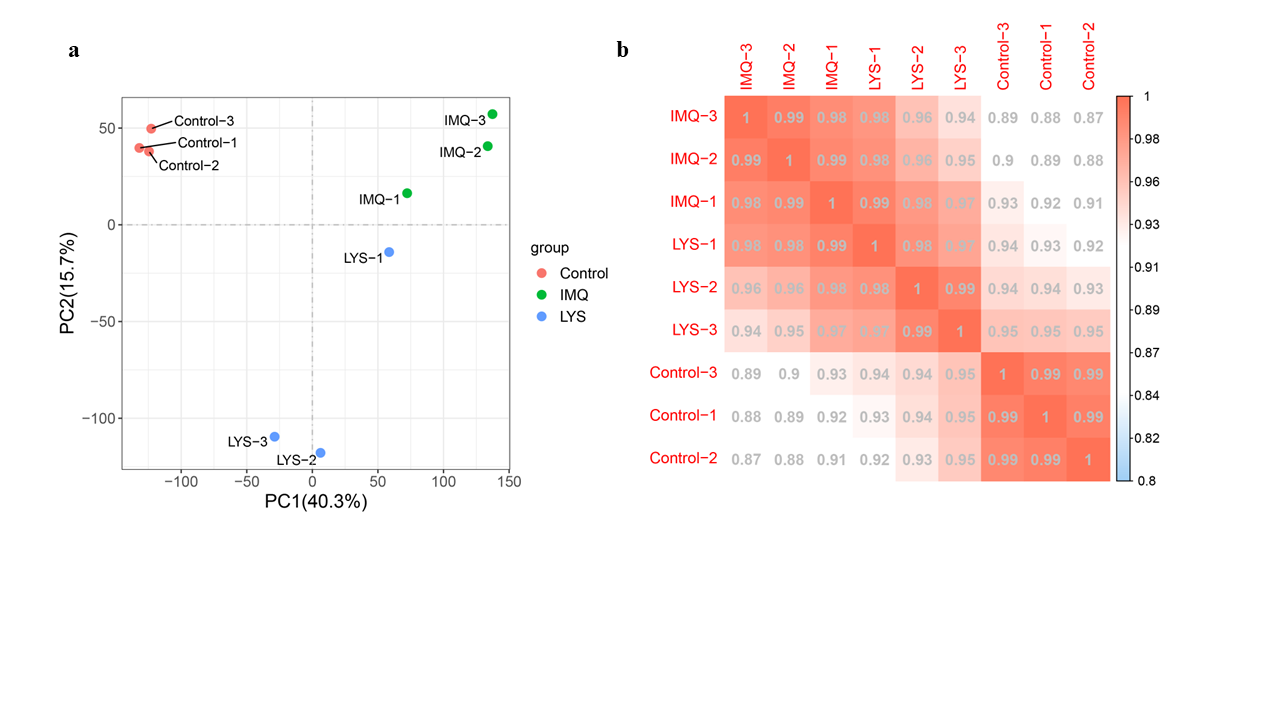

Supplementary Figure S2: PCA and Cor analysis based on the microarray data. (a) The distribution of DEGs for the samples from control, IMQ and LYS groups in PCA. (b) Control, IMQ and LYS groups in Cor analysis

How the deposited data were processed for this re-analysis (not part of the article)

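Back skin RNA of the control, IMQ and LYS-High groups was analysed, with 3 libraries per group and 9 in all. The deposited table holds 29205 Ensembl genes with raw counts and FPKM for each library, and each FPKM equalled the count per kilobase of a fixed gene length and per summed counts, scaled as FPKM is. That length was the exon length in GENCODE M21 for 98.4% of the genes found there. No table column was left without a sample. The aligner, counting tool and genome build are not named in the paper's text. The summed counts per library ranged from 14658645 to 19609878, with a median of 18123424 in the control group, 17005853 in the IMQ group and 15877301 in the LYS-High group. The 20 most abundant genes took 8.66% to 14.4% of a library's counts. A gene with at most 3 counts in every library of a group was treated as at the floor, and its fold change is given as a bound.

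DEGs were found with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment), at an adjusted p under 0.05 and an absolute log2 fold change over 0.58, the thresholds the paper states. Each fit held only the compared groups and no replicate block. The standard error given for a log2 fold change is its absolute value over the square root of the quasi-likelihood F statistic. The tool was checked on simulated data made from these libraries, in which 200 genes were given a change. It recovered 69.0% of them among the control and IMQ libraries with 13 false calls, and 58.0% among the IMQ and LYS-High libraries with 3 false calls. DESeq2 1.42.0 recovered 87.0% and 74.5%, with 42 and 45 false calls. Genes reversed by LYS were the overlap of the lists, and IMQ and LYS-High libraries without any LYS effect were both simulated from the IMQ means, gene by gene and independently, to give the overlap that shared IMQ libraries produce alone. This simulation at first drew only the LYS-High libraries, against the observed IMQ libraries, and was changed after its first values had been seen.

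Correlations and PCA used log2(FPKM + 1), and positions between the control and IMQ groups used log2(CPM + 1). The 20 gene lists hold 577 distinct genes, of which 5 are in more than 1 list and 26 are named by the paper. They cover Rap1 GTPases and regulators, MAPK core kinases, the IL-23/Th17 axis, the keratinocyte inflammatory response, proliferation, the cornified envelope, ceramide and lamellar body, phospholipases and lipases, steroid biosynthesis, basement membrane, fibrillar collagen matrix, endothelium, hair follicle, skeletal muscle, adipocyte, sebaceous gland, interferon response, neutrophil, T cell, and macrophage and dendritic cell. Lists were tested with camera (limma 3.58.1, preset correlation 0.01) and fry, and among reversed genes with Fisher's exact test against the genes tested in both comparisons. Counts adjusted over the list alone use the adjusted p only. The values of 1 gene on these lists are not reported here, and it was kept in the list tests.

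The genes named in the text are those the paper names, the 5 with the largest rise and the 5 with the largest fall in each comparison among DEGs whose groups do not overlap in CPM and whose mean CPM is at least 1, the 5 reversed genes with the smallest adjusted p in each direction, and members of the lists. The main settings and tests of each comparison, the lists and this rule were chosen before the deposited data were examined, apart from the change to the simulation given above. Fits were kept to the compared groups because the paper's PCA figure, drawn from these same libraries, shows groups of unequal spread. That setting was thus not blind to the data. It bears on LYS-High against IMQ, with 0 DEGs against 3040 with all 9 libraries in a single fit. Alternatives changed the tool, scaling, filter, libraries in the fit, thresholds, unit, pseudocount (0.1), replicate block and the libraries left out. Some alternatives were added after the data had been seen: no scaling beyond library totals, DESeq2 with all 9 libraries, DESeq2 or all 9 libraries with an absolute log2 fold change over 1, an adjusted p under 0.1, and all 9 libraries in a single fit for the lists among reversed genes. GO and KEGG annotation, and the qPCR, WB, IHC and ELISA measurements, were not used here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.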

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

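The tests of other splits for gene counts, of hair cycle stage, of scaling and of lost follicle cells were chosen only after the result was seen.

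The paper does not report the LYS-High group compared with the control group, where 4476 of 16003 tested genes were DEGs, 2412 upregulated and 2064 downregulated, and 7092 had an unadjusted p under 0.05. The groups did not overlap in CPM for 50.5% of the tested genes, against 10% by chance. The count was 2579 without control 1, 2947 without control 2, 2926 without LYS-High 2 and at most 5072, without LYS-High 3. Of the DEGs, 3809 were also DEGs of the IMQ group in the same direction and 10 in the opposite one (1 and 9 by direction). With GC content and gene length trends removed from each library, 4324 genes were DEGs. With every library thinned to the smallest total, the count was 4415, and without the 38 most abundant genes it was 4395. These counts argue against those biases as the whole cause. The real split was the only one of the 10 splits of the 6 libraries with as many DEGs (1 of 10), and the others gave at most 0 DEGs and 873 genes at an unadjusted p under 0.05. With 10 splits that share cannot fall under 0.1, so grouping by chance cannot be told apart from the treatments by it. LYS-High mice received both IMQ and LYS, no group received LYS alone, and the part of each was not tested.

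The hair follicle list, which the paper does not discuss, had a median log2 fold change of -6.84 in the LYS-High group compared with the control group. With the 14 genes at the floor set to their bound it was -4.85. Of 30 tested genes 29 were lower and 28 past the threshold (camera adjusted p = 5.4e-53, fry adjusted p = 0.00413, 0.150 with the correlation estimated). Leaving out a library kept the median between -7.21 and -6.51. In the IMQ group compared with the control group it was -6.74, or -4.70 with bounds, with 27 of 30 past the threshold. Of its 32 genes, 30 had a mean of at least 1 CPM in control skin and 2 are named by the paper. Krt25 was at least 5095-fold lower and Krt71 at least 6774-fold lower in the LYS-High group. With GC content and gene length trends removed, the median was -6.89, which argues against these trends as its cause. Among the 13 tested members that are no keratin or keratin-associated gene, 12 were lower, 11 past the threshold, with a median of -4.52, which argues against reads shared between keratin paralogs. The list's mean log2(CPM + 1) was 4.60, 4.15 and 5.22 in the control libraries, 0.95, 1.09 and 0.90 in the IMQ libraries and 1.01, 0.91 and 0.80 in the LYS-High libraries, a difference of -3.75 between LYS-High and control. A different hair cycle stage or follicle content of the skin piece may give this difference, and it cannot be told apart from an effect of IMQ, because every treated library differs from every control library in this way.

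The Proliferation list fell in the IMQ group compared with the control group by a median log2 fold change of -0.97, with 30 of 30 genes lower and 25 past the threshold (camera adjusted p = 2.7e-05, fry adjusted p = 0.0158, 0.506 with the correlation estimated). The paper does not report RNA of these genes as a set, and 2 of the 30 are named by it. Leaving out a library kept the median between -1.20 and -0.86. With GC content and gene length trends removed it was -0.92, which argues against these trends as the cause. The median was -0.97 with TMM, -0.95 with RLE and -1.41 without scaling beyond library totals, a change that moved the median of all genes from -0.062 to -0.51. This argues against the scaling applied here as the whole cause. The list's mean log2(CPM + 1) was 5.73, 5.42 and 5.66 in the control libraries and 4.96, 4.20 and 4.53 in the IMQ libraries, a difference of -1.04. A loss of dividing hair follicle cells is a candidate explanation that cannot be told apart from fewer dividing cells elsewhere, since whole skin was sequenced and the follicle genes fell in the same libraries. All 30 genes were expressed at a mean of at least 1 CPM in control skin.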

How the results depend on the processing

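In the IMQ group compared with the control group the count of DEGs stayed within 1.5 times the main 8145 under the alternatives run, from 5771 (all 9 libraries in a single fit and an absolute log2 fold change over 1, added after the data had been seen) to 9663 (no fold change threshold), and from 7372 to 8894 across the 6 fits that each left out 1 library. Without scaling beyond library totals, an alternative added after the data had been seen, the median log2 fold change of all genes moved from -0.062 to -0.51 in this comparison, from 0.036 to 0.29 in the LYS-High group compared with the IMQ group and from -0.0077 to -0.15 in the LYS-High group compared with the control group. The upregulated share of DEGs then fell from 47.3% to 25.9% (2390 of 9244) and, in the LYS-High group compared with the control group, from 53.9% to 41.5% (1917 of 4623). With limma-trend on FPKM these shares were 28.6% and 43.0% (pseudocount 1) and 27.5% and 42.9% (pseudocount 0.1).

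For LYS-High against IMQ the main count was 0 DEGs (5435 genes at an unadjusted p under 0.05), and it stayed 0 with RLE scaling, the filter of 10 counts, an absolute log2 fold change over 1, glmTreat, no fold change threshold, the replicate block and no scaling. The numbers of DEGs and of reversed genes were 3334 and 2741 with DESeq2, 2419 and 2015 without a filter on low counts, 3040 and 2490 with all 9 libraries in a single fit, 6 and 3 with limma-trend on log2(FPKM + 1), and 23 and 8 on log2(FPKM + 0.1). Added after the data had been seen, DESeq2 with all 9 libraries gave 4042 and 3278, DESeq2 with an absolute log2 fold change over 1 gave 2028 and 1564, all 9 libraries with that threshold gave 1796 and 1408, and an adjusted p under 0.1 gave 3252 and 2682. Across the fits that each left out 1 library, the DEGs ranged from 0 to 4262 and the reversed genes from 0 to 3358, and only the fits without LYS-High 1 (4262 and 3358) and without IMQ 1 (1873 and 1717) gave more than 0. Lists over-represented among reversed genes numbered 0 in the main result, 9 with DESeq2, 8 with all 9 libraries (added after the data had been seen), and 0 to 8 across the edgeR fits that each left out 1 library (8 without IMQ 1, 7 without LYS-High 1). The cause was not tested, apart from the smaller number of libraries or genes that an alternative holds by construction.

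For LYS-High against control the count of 4476 DEGs became 2910 with an absolute log2 fold change over 1, 2006 with glmTreat and 2508 with limma-trend on log2(FPKM + 1). It ranged from 2579 (without control 1) to 5072 across the 6 fits that each left out 1 library, with 2947 without control 2 and 2926 without LYS-High 2. The stricter fold change settings call fewer genes by construction, and otherwise the cause was not tested.

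The lists past the threshold under camera numbered 16 in the IMQ group compared with the control group, 12 in the LYS-High group compared with the IMQ group and 15 in the LYS-High group compared with the control group. With the correlation estimated they numbered 0, 0 and 0, and with fry 17, 0 and 17. Across the fits that each left out 1 library they ranged from 15 to 18, from 10 to 14 and from 14 to 16. The correlation difference ranged from -0.0420 to -0.0130, the place on the first principal component from 0.477 to 0.660 and the position between the groups from 0.564 to 0.719, and no alternative moved these by more than the SD between libraries.

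Some values changed sign when 1 library was left out, and none was past a threshold in a fit where its sign changed. For LYS-High against IMQ, the IL-23/Th17 list (-0.094) ranged from -0.32 to 0.34, with 0.068 without IMQ 1, 0.023 without IMQ 3 and 0.34 without LYS-High 3. The Proliferation list (0.19) ranged from -0.11, without LYS-High 1, to 0.49, and was past the threshold without LYS-High 3 (0.41, camera adjusted p = 0.00322). The Hair follicle list (-0.13) ranged from -0.47 to 0.097, the latter without LYS-High 1, with 0.024 without IMQ 2. Mapk8 (0.094) ranged from -0.032, without LYS-High 2, to 0.20 and Il17a (0.55) from -0.33, without LYS-High 1, to 1.10. Mki67 (0.24) ranged from -0.042, without LYS-High 1, to 0.58, and Mapk11 (-0.076) from -0.46 to 0.18, the latter without LYS-High 3, with 0.014 without IMQ 2. For LYS-High against control, the list of phospholipases and lipases (0.17) ranged from -0.14, without LYS-High 1, to 0.20. The Endothelium list (-0.038) ranged from -0.14 to 0.17, the latter without LYS-High 1, with 0.085 without control 2. Rap1b in the IMQ group compared with the control group (-0.059) ranged from -0.13 to 0.037, the latter without control 1, with 0.023 without IMQ 1. The cause was not tested. Over all genes and lists named, 1850 values were computed under the alternatives set before the data were examined, of which 1644 kept direction and side of the adjusted p threshold, 90 came past it, 100 were no longer past it and 16 changed sign. These counts leave out the lists without scaling beyond library totals, where more medians changed sign: MAPK (0.24 to -0.21) and phospholipases and lipases (0.33 to -0.11) in the IMQ group compared with the control group, and MAPK (-0.14 to 0.12), IL-23/Th17 (-0.094 to 0.15) and Hair follicle (-0.13 to 0.12) in the LYS-High group compared with the IMQ group.

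Adding the replicate number as a block gave 8044, 0 and 3126 DEGs in the 3 comparisons. Deviations from the group mean of libraries with the same number had a Pearson r across 16392 genes of 0.00782, -0.0581 and 0.2004 between control and IMQ, -0.120, 0.0180 and -0.376 between control and LYS-High, and -0.460, 0.0804 and -0.406 between IMQ and LYS-High, so the numbers do not pair the libraries.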

Differences from the paper's values

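The main count of DEGs in the IMQ group compared with the control group was 8145, against the paper's 4502, with 3854 against the paper's 2134 upregulated and 4291 against the paper's 2368 downregulated. Of the alternatives set before the data were examined, an absolute log2 fold change over 1 (5772, 2634 upregulated and 3138 downregulated) and glmTreat (5878, 2882 and 2996) came within 1.5 times all 3 of the paper's values. limma-trend on FPKM did so for the upregulated genes only (2008 with pseudocount 1, 2505 with 0.1), and DESeq2, RLE scaling, both filters, all 9 libraries in a single fit, no fold change threshold, the replicate block and the fits without 1 library did not for the total. DESeq2 with an absolute log2 fold change over 1 (6234, 2967 and 3267) and all 9 libraries with that threshold (5771, 2738 and 3033), both chosen after seeing the values, also came within 1.5 times.

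For LYS-High against IMQ, 0 genes were DEGs (5435 at an unadjusted p under 0.05), against the paper's 1078, of which 698 are upregulated and 380 downregulated. Reversed genes numbered 0 and 0, against the paper's 355 (up, then down) and 442 (down, then up). None of the alternatives set before the data were examined closed these gaps. They gave 0, or 6, 23, 2419, 3040 and 3334 DEGs, and 1873 and 4262 without IMQ 1 and without LYS-High 1.

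The paper reports LYS samples nearer to control than to IMQ samples, and proposes from this that they correlated more with the former. The mean Pearson r across genes was 0.940 with the control group and 0.967 with the IMQ group. The 7 genes labelled in Fig. 6B are DEGs in the paper. Each had an edgeR adjusted p of 0.0591, and they were called with DESeq2, with all 9 libraries in a single fit, without IMQ 1 and without LYS-High 1, and not without the other 4 libraries (largest adjusted p 0.209). The lines of Fig. 6A and 6B lie at an absolute log2 fold change of about 1, read by eye, while the text gives 0.58.

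The paper's qPCR has Rap1a, Rap1b and MEK6 mRNA higher in the IMQ group than in the control group, and lower again with LYS. In the sequenced libraries, the log2 fold changes were -0.46 and 0.35 for Rap1a, -0.059 and 0.51 for Rap1b, and -0.62 and 0.26 for Map2k6, which encodes MEK6. The paper lists a single primer pair for MEK3 and MEK6, so its qPCR value cannot be set against Map2k6 alone. Map2k3, which encodes MEK3, had 91.3 CPM in the control group and 307 in the IMQ group. It changed by 1.81 and -0.69, the directions of the qPCR. The paper's Ki67 and PCNA proteins rise with IMQ and fall with LYS. Their RNA, Mki67 and Pcna, changed by -1.17 and -0.89 with IMQ and by 0.24 and 0.18 in the LYS-High group compared with the IMQ group. Rap1a did not exceed an absolute log2 fold change of 0.58 in these comparisons. With a library left out, its edgeR adjusted p came under 0.05 with LYS without LYS-High 1 (log2 fold change 0.49) and was no longer under it with IMQ without control 1 (-0.36), and its log2 fold change was 0.23 with LYS without LYS-High 3. Rap1b was past both thresholds with LYS without LYS-High 1 (0.65), and with IMQ it was 0.037 without control 1 and 0.023 without IMQ 1. Map2k6 stayed past both with IMQ only without IMQ 1. Its value with LYS was 0.49 without IMQ 1, 0.16 without IMQ 2, 0.13 without IMQ 3, 0.15 without LYS-High 1, 0.43 without LYS-High 2 and 0.17 without LYS-High 3. Mki67 with LYS was -0.042 without LYS-High 1, 0.58 without IMQ 1, 0.019 without IMQ 2 and 0.47 without LYS-High 3, and Pcna 0.059 without LYS-High 1 and 0.28 without LYS-High 2.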

Other observations

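The tests of other splits for gene counts, of exchanged labels, of places between the IMQ and control groups and of deeper tissue were chosen only after the result was seen.

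Of the 10 splits of the 6 libraries, 1 gave as many DEGs as the real one in the IMQ group compared with the control group, 1 in the LYS-High group compared with the control group, and 10 in the LYS-High group compared with the IMQ group, where each split gave 0. At an unadjusted p under 0.05, 1 of 10 splits had as many genes as the real 5435, and the next had 3468. For lists past the threshold, 1 of 10, 5 of 10 (LYS-High against IMQ) and 5 of 10 (LYS-High against control) splits had as many, the other splits reaching 15, 16 and 15 lists. A share under 0.1 is out of reach with 10 splits.

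Leaving out LYS-High 1 changed the count of DEGs in the LYS-High group compared with the IMQ group from 0 to 4262, where 5435 genes had an unadjusted p under 0.05 with all libraries, and leaving out IMQ 1 changed it to 1873. With the libraries thinned to the smallest total, the count without LYS-High 1 was 4245, and with GC content and gene length trends removed it was 4441, which argues against library size and these trends as the cause. With all 6 libraries both corrections gave 0. With the labels of IMQ 1 and LYS-High 1 exchanged, 3468 genes had an unadjusted p under 0.05, fewer than the 5435 of the given labels, which does not decide whether the labels are right. Deviations of LYS-High 1 from its group mean had a Pearson r across genes of -0.524 with the direction from IMQ to control, which genes that are not independent replicates cannot test. It is consistent with a LYS-High group whose libraries lie at different places between IMQ and control. The same r was 0.0171 for LYS-High 2 and 0.606 for LYS-High 3, and control libraries gave 0.122, 0.326 and -0.404 along the direction from IMQ to LYS-High, smaller in size than the values of LYS-High 1 and LYS-High 3.

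Lists of deeper skin fell in the IMQ group compared with the control group and were higher in the LYS-High group than in the IMQ group: Skeletal muscle by a median log2 fold change of -1.30 and 0.77, Adipocyte by -2.78 and 1.32, with Fibrillar collagen matrix and Endothelium as given above. Without IMQ 3, Skeletal muscle was 0.49 in the second comparison, and Adipocyte was 2.24 without IMQ 1 and 0.80 without LYS-High 3. A lower or higher share of deeper tissue in the skin piece might shift all of these alike. Between IMQ and control, the collagen and Endothelium lists moved apart by -1.13 (SD 0.160, ratio 7.03, 3 of 6 pairs of lists over 2 SD, 1 of 10 splits as large). Between LYS-High and IMQ, the collagen and Adipocyte lists moved apart by 0.33 (SD 0.0969, ratio 3.37, 3 of 6 pairs, 1 of 10 splits). Each of these pairs has the largest ratio of the 6, and 1 of 10 is the smallest share that 10 splits allow. Both differences argue against a single shift common to all these lists. Unequal shares of these tissues in the skin piece would also move the lists apart, so a tissue share is not excluded. A limit of 4 SD was tried in between and dropped, and under it the second difference would not have passed. Changes of single tissues stay open.

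Other lists are given as values. The IL-23/Th17 list changed by 3.91 in the IMQ group compared with the control group (3.11 with bounds, camera adjusted p = 9.7e-07) and by 2.53 in the LYS-High group compared with the control group. The Keratinocyte inflammatory response list changed by 7.03 (5.53 with bounds) and 6.14 (5.90 with bounds), and by -0.40 in the LYS-High group compared with the IMQ group (camera adjusted p = 0.0908), where it was past the threshold without IMQ 3 (-0.44), LYS-High 1 (-0.77) and LYS-High 2 (-0.42), and was -0.23 without IMQ 2 and -0.069 without LYS-High 3. Steroid biosynthesis changed by 1.48, then -0.85 (camera adjusted p = 1.2e-11), and was 0.61 higher than in the control group, not past the threshold without LYS-High 1 (0.29). Of its genes, 19 of 24 were reversed under DESeq2 (Fisher's exact adjusted p = 1.4e-15). Sebaceous gland changed by -2.81 and 0.70, the latter past the threshold without IMQ 1, IMQ 3, LYS-High 2 or LYS-High 3 and 0.043 without LYS-High 1. Neutrophil changed by 4.78 and -0.83, the latter -0.58 and not past without IMQ 2. The T cell list changed by 0.78, past the threshold without IMQ 2 (0.90), and by 0.67, not past without IMQ 2 (0.50) or LYS-High 1 (0.60). Macrophage and dendritic cell changed by -0.33 (-0.14 without control 1) and 0.82, and was 0.44 higher in LYS-High than in control, 0.73 without LYS-High 1 and not past without control 3 (0.39) or LYS-High 3 (0.35). The Interferon response list changed by -0.62, not past without control 3 (-0.50) or IMQ 1 (-0.28) and -0.95 without IMQ 2, then by 0.30, past the threshold without LYS-High 1 (0.69), 0.65 without IMQ 2, 0.16 without IMQ 1, 0.13 without LYS-High 2 and 0.079 without LYS-High 3. Between LYS-High and control it was -0.41, -0.032 without LYS-High 1 and past the threshold without LYS-High 2 (-0.64) or LYS-High 3 (-0.73). The Basement membrane list was -0.56 in the LYS-High group compared with the control group, -0.36 without LYS-High 1 and -0.89 without LYS-High 3.

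RNA of the proteins the paper measures otherwise is given without explanation. Tnf changed by 3.91 in the IMQ group compared with the control group (edgeR adjusted p = 2.5e-04) and by -0.94 in the LYS-High group compared with the IMQ group (edgeR adjusted p = 0.143), and past the threshold without IMQ 1 (-1.31, edgeR adjusted p = 0.0406). Il23a changed by 6.04 (edgeR adjusted p = 5.7e-04) and by -0.94 (edgeR adjusted p = 0.520), the latter -2.45 without LYS-High 1, -0.51 without IMQ 2 and -0.38 without LYS-High 3. Il17a was at least 14.97-fold higher in the IMQ group than in the control group, and had 6.13, 3.22 and 0.237 CPM in the LYS-High libraries, the last from 4 counts. Il6 had 2 to 13 counts in each library, and no fold change is given for it. Mapk13 had 49.1, 507 and 214 CPM in the control, IMQ and LYS-High groups, and changed by 3.43 and -1.24, the latter past the threshold without IMQ 1 (-1.45) or LYS-High 1 (-1.48). Map2k3 changed by 1.81 and -0.69, past the threshold without IMQ 1 (-0.84) or LYS-High 1 (-0.79). For JNK1/2/3, which the paper reports as higher in protein with IMQ, Mapk10 was at or near the floor in all groups. The other JNK genes, Mapk8 and Mapk9, were lower in the IMQ group than in the control group. With a library left out, their log2 fold changes were -0.75 to -0.63 and -1.10 to -0.78 (largest edgeR adjusted p 0.0137 and 0.0102). In the LYS-High group compared with the IMQ group they changed by 0.094 and 0.56, Mapk9 past the threshold without LYS-High 1 (0.70). Of the lists' genes, those expressed in control skin at a mean of at least 1 CPM numbered 24 of 24 for Endothelium, 40 of 40 for Fibrillar collagen matrix, 16 of 24 for Neutrophil, 15 of 22 for T cell, 24 of 24 for Macrophage and dendritic cell and 4 of 13 for IL-23/Th17.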
